# Mitochondrial calcium uptake regulates tumour progression in embryonal rhabdomyosarcoma

**DOI:** 10.1038/s41419-022-04835-4

**Published:** 2022-04-30

**Authors:** Hsin Yao Chiu, Amos Hong Pheng Loh, Reshma Taneja

**Keywords:** Paediatric cancer, Sarcoma

## Abstract

Embryonal rhabdomyosarcoma (ERMS) is characterised by a failure of cells to complete skeletal muscle differentiation. Although ERMS cells are vulnerable to oxidative stress, the relevance of mitochondrial calcium homoeostasis in oncogenesis is unclear. Here, we show that ERMS cell lines as well as primary tumours exhibit elevated expression of the mitochondrial calcium uniporter (MCU). MCU knockdown resulted in impaired mitochondrial calcium uptake and a reduction in mitochondrial reactive oxygen species (mROS) levels. Phenotypically, MCU knockdown cells exhibited reduced cellular proliferation and motility, with an increased propensity to differentiate in vitro and in vivo. RNA-sequencing of MCU knockdown cells revealed a significant reduction in genes involved in TGFβ signalling that play prominent roles in oncogenesis and inhibition of myogenic differentiation. Interestingly, modulation of mROS production impacted TGFβ signalling. Our study elucidates mechanisms by which mitochondrial calcium dysregulation promotes tumour progression and suggests that targeting the MCU complex to restore mitochondrial calcium homoeostasis could be a therapeutic avenue in ERMS.

## Introduction

Rhabdomyosarcoma (RMS) is the most prevalent soft-tissue sarcoma in childhood and adolescence [1–3]. Even though RMS cells express myoblast determination protein 1 (MYOD), a master regulator of myogenic differentiation, they exhibit a failure to complete the differentiation programme. The two main subtypes are embryonal rhabdomyosarcoma (ERMS) and alveolar rhabdomyosarcoma (ARMS) that account for approximately 70 and 20%, respectively, of all RMS cases [1–4]. ERMS cells possess a more complex karyotype with a loss of heterozygosity at 11p15.5 and a higher mutation burden compared to ARMS [4, 5]. Mutations in RAS, receptor tyrosine kinase or phosphoinositide-3 kinase (PI3K) complexes are most commonly found in ERMS [2, 5]. These pathways maintain redox balance and energy metabolism for cellular functions [6, 7]. Given these genetic aberrations in ERMS and the importance of mitochondrial function in cancer, a few studies have demonstrated that reactive oxygen species (ROS) production and cellular metabolism are altered in ERMS [8–10]. Upregulation of mitochondrial genes in patient tumours has also been reported [11]. These observations suggest that mitochondrial dysfunction may be important in ERMS oncogenesis. Nevertheless, the role of mitochondrial calcium (Ca^2+^) homoeostasis has not been characterised.

Mitochondrial calcium uniporter (MCU) complex is the main channel responsible for mitochondrial Ca^2+^ uptake and requires inner mitochondrial membrane (IMM) potential for Ca^2+^ to enter the mitochondrial matrix. The MCU complex plays a fundamental role in regulating global Ca^2+^ signalling, redox balance, aerobic metabolism and apoptosis [12, 13]. MCU is the main pore-forming protein. The loss of MCU inhibits mitochondrial Ca^2+^ uptake by approximately 75% [14, 15]. Mitochondrial calcium uptake 1 (MICU1) is the gatekeeper of MCU complex and forms a heterodimer with MICU2 [16, 17]. The MICU1-MICU2 complex prevents mitochondrial Ca^2+^ overload under basal cytosolic Ca^2+^ conditions. MICU1 acts to regulate the threshold of MCU opening and cooperates with MICU2 to activate the channel under high Ca^2+^ concentration [18].

MCU and MICU1 deregulations have been reported in several cancers [13, 19, 20]. For instance, MCU overexpression in breast cancer correlates with tumour size, invasiveness and poor prognosis [21]. In colorectal cancer, MCU-induced mitochondrial Ca^2+^ uptake promotes mitochondrial biogenesis and tumour growth through mitochondrial transcription factor A (TFAM) and nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) [22]. The elevation in mitochondrial Ca^2+^ through MCU overexpression promotes hepatocellular carcinoma (HCC) metastasis through ROS production [23]. In contrast, the downregulation of MCU in cervical and colon cancer favours survival [24]. MICU1 expression is deregulated in liver, breast and ovarian cancer. Low MICU1 expression in HCC is correlated with poor prognosis [25], but paradoxically, MICU1 overexpression in ovarian cancer correlates with poor survival and chemoresistance [26, 27]. While the deregulation of expression varies in a cancer type-specific manner, in general, overexpression of MCU and loss of MICU1 expression are correlated with poor prognosis [13, 28].

In this study, we show that MCU is overexpressed in ERMS tumours and its silencing causes a reduction in mitochondrial Ca^2+^ uptake. This is correlated with reduced mitochondrial ROS (mROS) production. Reduction of MCU expression impaired cellular proliferation and motility, while enhancing myogenic differentiation. Interestingly, transforming growth factor beta (TGFβ) signalling pathway was dampened upon MCU knockdown consequent to reduced mROS levels. Elevating mROS reversed the phenotypes observed upon MCU depletion. Our study elucidates the relevance of mitochondrial Ca^2+^ signalling in driving tumour progression.

## Results

### MCU is overexpressed in ERMS

Previous studies have suggested deregulation of oxidative stress in ERMS [10, 29, 30]. We therefore examined mitochondrial Ca^2+^ uptake, oxygen consumption rate (OCR) and adenosine triphosphate (ATP)-linked respiration in three patient-derived ERMS cell lines (RD, RD18 and JR1). As controls, we used primary human skeletal muscle myoblasts (HSMM) and two ARMS cell lines (RH30 and RH41). Live-cell staining using Rhod2-AM revealed significantly elevated mitochondrial Ca^2+^ in ERMS cell lines as compared to HSMM and ARMS cell lines (Fig. 1A). The uptake of mitochondrial Ca^2+^ upon induction is crucial in relaying signals. Basal fluorescence was measured for 1 min before Ca^2+^ uptake was induced with 100 μM of histamine. Maximal mitochondrial Ca^2+^ uptake was measured by quantifying the difference between basal fluorescence and highest fluorescence intensity attained post-induction. A significant increase in basal and maximal mitochondrial Ca^2+^ uptake was seen in all three ERMS cell lines relative to HSMM (Fig. 1B). We then analysed mitochondrial function through measurement of OCR and ATP-linked respiration. A significant increase in basal and maximal OCR, as well as in ATP production, were seen in ERMS cell lines relative to HSMM and ARMS cell lines (Fig. 1C, D).

**Fig. 1:**
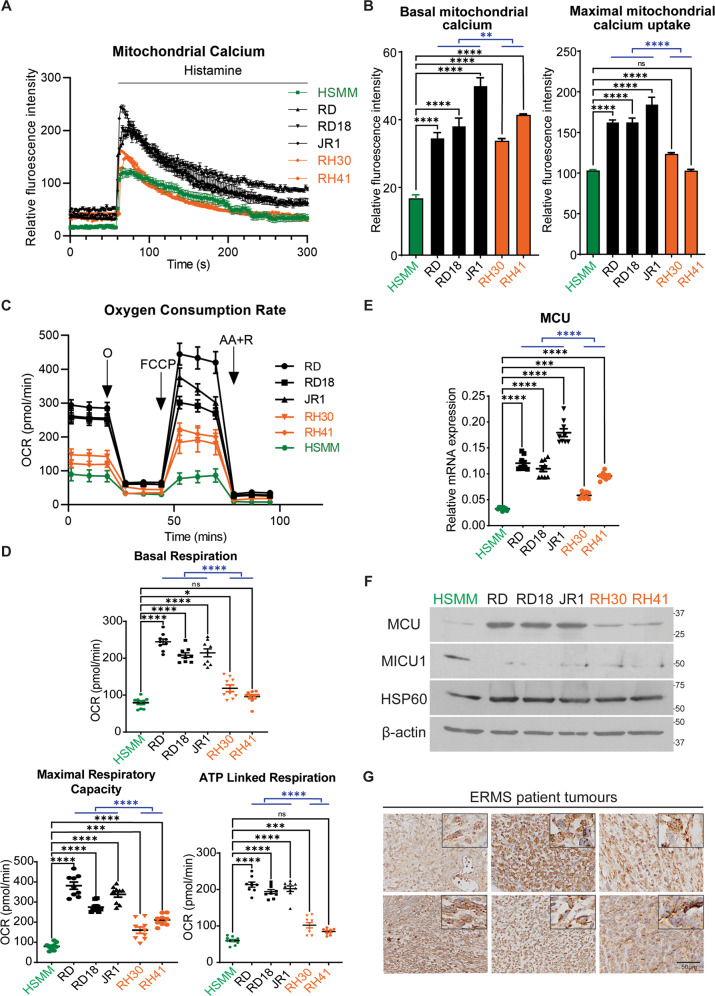
Altered mitochondrial function and MCU expression in ERMS cell lines and patient samples. **A**, **B** Basal and maximal mitochondrial Ca^2+^ levels in HSMM, RD, RD18, JR1, RH30 and RH41 cells was measured with Rhod2-AM staining. The graph on the right below shows basal and maximal mitochondrial Ca^2+^ uptake upon induction with 100 μM histamine (*n* = 3). Values correspond to the average ± SEM. The blue line indicates significance calculated by comparing the average of ERMS cell lines and ARMS cell lines. **C**, **D** Oxygen consumption rate (OCR) was measured with Seahorse analyser with the addition of O: Oligomycin, FCCP: Carbonyl cyanide-4-(trifluoromethoxy)-phenylhydrazone, AA + R: Antimycin A and Rotenone accordingly. Values correspond to average ± SEM (*n* = 3). Basal and maximal respiration rate of HSMM, ERMS and ARMS cell lines as well as mitochondrial ATP-linked respiration are shown (*n* = 3). The blue line shows significance between the average of ERMS cell lines and ARMS cell lines. **E** MCU mRNA was examined in HSMM, RD, RD18, JR1, RH30 and RH41 by qPCR analysis (*n* = 3). Values correspond to average ± SEM. Statistical significance was calculated by one-way ANOVA analysis. The blue line shows the significance comparing the average of ERMS cell lines and ARMS cell lines. **F** Western blot analysis showing MCU, MICU1 and HSP60 protein levels in HSMM, RD, RD18, JR1, RH30 and RH41 cells. β-actin was used as loading control. A representative image of three independent experiments is shown. **G** 6 archival ERMS patient tumour specimens were analysed by IHC using anti-MCU antibody. Images were taken at ×40 magnification. Inset shows ×3 zoomed in image. Scale bar: 50 μm. One-way ANOVA test with appropriate correction was performed for statistical analysis. ns not significant, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 and ****p ≤ 0.0001.

Mitochondrial Ca^2+^ uptake into the inner mitochondrial matrix is tightly regulated by the MCU complex. Therefore, we examined the expression of MCU, the main pore forming subunit of MCU complex in ERMS. MCU was found to be overexpressed in all three ERMS cell lines at both the mRNA and protein level compared to HSMM and ARMS cell lines (Fig. 1E, F). On the other hand, MICU1 expression was downregulated in all three ERMS cell lines (Fig. 1F). No significant difference was observed in the expression Heat Shock Protein 60 (HSP60) a mitochondrial molecular chaperone (Fig. 1F), suggesting that there was no overt change in mitochondrial mass that would account for the change in MCU and MICU1 expression. MCU expression was also examined in six archival ERMS tumour sections by immunohistochemistry (IHC) using anti-MCU antibody (Fig. 1G). All samples showed high MCU expression with varying degrees of speckling. Similarly, a tissue microarray (TMA) of 27 ERMS patient tumours showed elevated MCU expression as compared to 24 ARMS patient samples and 8 normal muscles (Supplementary Fig. 1).

### MCU knockdown decreases mitochondrial function in ERMS cells

To investigate the relevance of MCU overexpression, RD cells were transfected with non-targeting control shRNA (shScr) or MCU-specific shRNA (shMCU). The knockdown of MCU was specific, with no change in MICU1, MICU2 and HSP60 levels (Fig. 2A). We next examined the effect of MCU knockdown on mitochondrial Ca^2+^ concentration using Rhod2-AM which localised specifically in the mitochondria as seen by co-localisation with MitoTracker (Fig. 2B). Upon histamine induction, a pronounced 65% reduction in maximal mitochondrial Ca^2+^ uptake was observed in shMCU cells with a small, albeit significant decrease in basal mitochondrial Ca^2+^ (Fig. 2C). A significant reduction in mROS including hydrogen peroxide and superoxide was seen with pC1-HyperRed-mito fluorescent probe (Fig. 2D) and MitoSOX staining (Fig. 2E) respectively. Reduced cytosolic ROS was also observed with CM-H_2_DCFDA staining in shMCU cells (Fig. 2F). Since ATP and mROS are produced by electron transport chain (ETC) during cellular respiration, we examined ATP production and OCR. A significant reduction in overall ATP production was observed in shMCU cells (Fig. 2G). Correspondingly, up to 70% reduction in basal and maximal respiration rate was seen upon MCU knockdown, and ATP-linked respiration through oxidative phosphorylation (OXPHOS) also showed a significant reduction (Fig. 2H, I). Similarly, MCU knockdown in JR1 cells resulted in a significant reduction in maximal mitochondrial Ca^2+^ uptake with no change in basal mitochondrial Ca^2+^ (Supplementary Fig. 2A, B). In addition, a reduction in MitoSOX staining (Supplementary Fig. 2C), basal and maximal respiration rate, as well as ATP-linked respiration was seen upon MCU knockdown (Supplementary Fig. 2D, E).

**Fig. 2:**
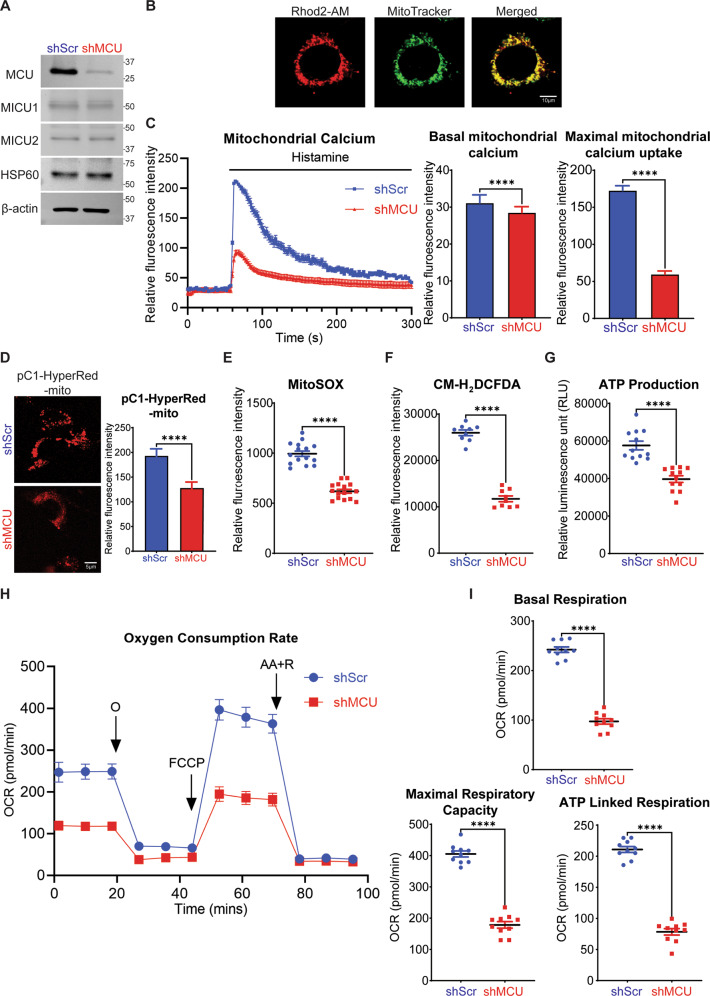
MCU regulates mitochondrial functions in ERMS. **A** Western blot analysis showed significant downregulation of MCU expression in stable MCU knockdown RD cells with no change in MICU1, MICU2 and HSP60 expression. The western blot is representative of three independent experiments. **B**, **C** Co-localisation of Rhod2-AM and MitoTracker staining. Scales bar: 10 µm. Basal and maximal mitochondrial Ca^2+^ uptake upon induction with 100 μM histamine using Rhod2-AM staining is shown in control and shMCU cells (*n* = 3). Values correspond to the average ± SEM. **D** Mitochondrial hydrogen peroxide measurement using pC1-HyperRed-mito fluorescent probe. Scale bar: 5 μm. Fluorescence intensity quantified with Image J (*n* = 3). Values correspond to average ± SEM. **E** MitoSOX Red staining of shMCU in comparison to shScr is shown (*n* = 5). Values correspond to average ± SEM. **F** Cellular ROS in shMCU as compared to shScr was measured by flow cytometry using CM-H_2_DCFDA staining (*n* = 3). Values correspond to average ± SEM. **G** ATPlite kit revealed reduced ATP production in shMCU as compared to shScr (*n* = 4). Values correspond to average ± SEM. **H**, **I** OCR was measured in shMCU cells compared to shScr cells. O: Oligomycin, FCCP: Carbonyl cyanide-4-(trifluoromethoxy)-phenylhydrazone, AA + R: Antimycin A and Rotenone were added accordingly. Values correspond to average ± SEM (*n* = 3). Basal and maximal respiration rate along with ATP-linked respiration in shScr and shMCU cells is shown. Two-tailed non-parametric unpaired *t* test was performed for statistical analysis. ****p ≤ 0.0001.

To further examine the link between MCU and mROS, we overexpressed MCU in C2C12 mouse myoblast cells. MCU overexpression (pMCU) resulted in a significant increase in maximal mitochondrial Ca^2+^ uptake, with no change in basal mitochondrial Ca^2+^ (Supplementary Fig. 3A, B). A significant elevation in mROS production was also observed upon MCU overexpression (Supplementary Fig. 3C). Together these results demonstrate that modulation of MCU expression is sufficient to change mitochondrial function.

### MCU knockdown decreases oncogenic phenotypes in ERMS cells

We next examined the phenotype of MCU knockdown cells. A significant reduction in the percentage of 5-bromo-2’-deoxy-uridine-positive (BrdU^+^) cells was seen in shMCU cells relative to control cells (Fig. 3A, B). Similarly, transient MCU knockdown in RD, RD18, JR1 and RH36 cells reduced their proliferative capacity (Supplementary Fig. 4). Conversely, there was an increase in the number of BrdU^+^ cells in MCU-overexpressing cells compared to controls (Supplementary Fig 3E). RD shScr and shMCU cells were differentiated and stained with anti-myosin heavy chain (MHC) antibody. An increase in MHC -positive (MHC^+^) cells was observed in shMCU cells, as well as in siMCU RD, RD18, JR1 and RH36 cells; increase in MHC expression was also verified by western blot analysis (Fig. 3C–E and Supplementary Fig. 5). Myogenin (MYOG), an early myogenic differentiation marker, was also elevated in expression (Fig. 3F). We then investigated the migratory and invasive capacity of shScr and shMCU cells. A profound reduction of approximately 80% in the migratory capacity of shMCU and siMCU cells compared to controls was seen (Fig. 3G, H and Supplementary Fig. 6). MCU knockdown also significantly decreased invasiveness through matrigel (Fig. 3I, J). In contrast to ERMS cell lines, no significant differences were apparent in proliferation, differentiation and migration upon MCU knockdown in the ARMS cell line RH30 (Supplementary Fig. 7A–G).

**Fig. 3:**
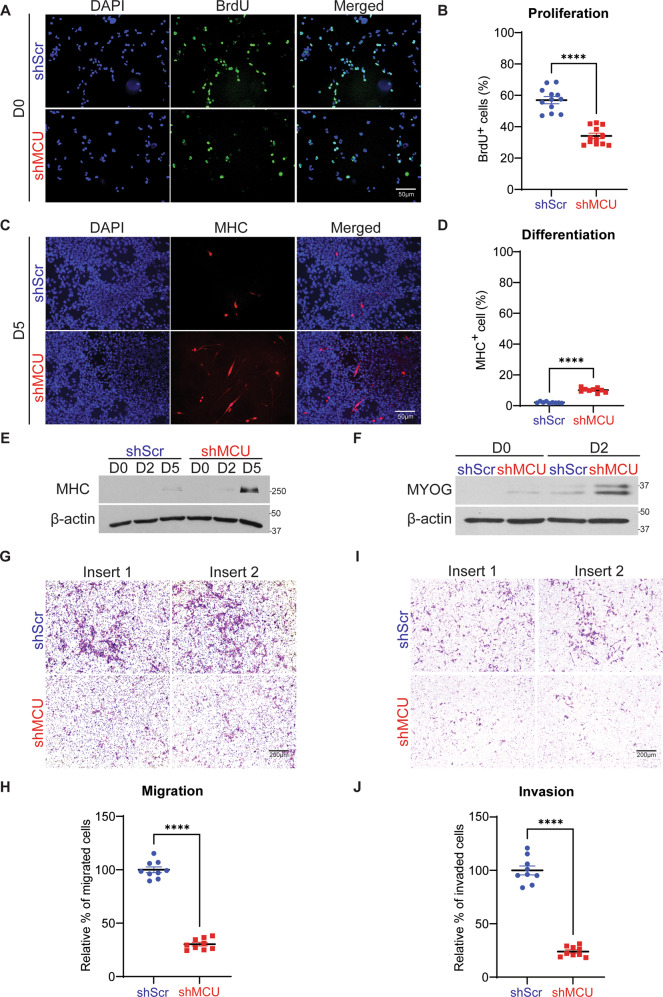
MCU knockdown inhibits oncogenic phenotypes. **A**, **B** BrdU assay to examine proliferation in shScr and shMCU cells. BrdU^+^ cells were analysed by immunofluorescence (*n* = 4). Images are representative of four independent experiments. Scale bar: 50 μm. The scatter plot shows the percentage of BrdU^+^ cells in shMCU cells relative to controls. The values correspond to average ± SEM. **C**, **D** Control shScr and shMCU cells were cultured for 5 days in differentiation medium and analysed by immunofluorescence using anti-MHC antibody. Nuclei were stained with DAPI. Representative images of four independent experiments are shown. Scale bar: 50 μm. The scatter plot shows the percentage of MHC^+^ cells in shMCU cells relative to controls. The values correspond to average ± SEM. **E** MHC level was analysed in control and shMCU cells by western blot analysis at Day 0 (D0), D2 and D5 in differentiation medium. **F** MYOG level was analysed in control and shMCU cells by western blot analysis at D0 and D2. **G**, **H** Boyden chamber migration assay of control and shMCU cells. Migrated cells were observed after 24 h using crystal violet staining. Images are representative of four independent experiments. Scale bar: 200 μm. The relative percentage of migrated cells were quantified in the scatter plot and the values correspond to average ± SEM. **I**, **J** Matrigel invasion assay of control and shMCU cells. Invaded cells were stained with crystal violet after 24 h. Images are representative of four independent experiments. Scale bar: 200 μm. The relative percentage of invaded cells were quantified in the scatter plot and the values correspond to average ± SEM. Two-tailed non-parametric unpaired *t* test was performed for statistical analysis. ****p ≤ 0.0001.

### TGFβ signalling pathway is downregulated upon MCU knockdown

In order to identify mechanisms underlying MCU function, we performed RNA-Sequencing (RNA-Seq). 

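RD cells, a line derived from an embryonal rhabdomyosarcoma, were transfected with 50 nM of an siRNA pool against MCU (siMCU) or of a non-targeting pool (siScr), and RNA was isolated after 48 h. MCU encodes the pore-forming subunit of the mitochondrial calcium uniporter. The comparison holds 3 siMCU and 3 siScr libraries, made from mRNA and read as pairs on a HiSeq instrument. The paper states that RNA was isolated in triplicates, and its statistics section states that each experiment was repeated as independent biological replicates with technical replicates within them. Which of these the sequenced triplicates were is not said, so the p-values measure only the spread between these libraries, which may be technical. The authors filtered the reads and mapped them with STAR, and the deposited values are whole-number read counts for 48162 genes, with coordinates of the hg19 build. Whether the counting used strand is not given in the sources used here, so some reads of overlapping genes and of antisense partners may not be told apart. Overlaps named below rest on gene start and end on either strand, introns included. They do not show that exons are shared. Counts assigned to genes came to 27015374, 22352214 and 23824936 in siScr replicates 1, 2 and 3, and to 27973728, 27130169 and 23552956 in siMCU replicates 1, 2 and 3. Genes encoded by mitochondrial DNA took 3.11% to 3.24% of the counts of a library.
From these counts, 16183 genes with enough reads in at least 1 group were kept, scaled by TMM, a method that sets library sizes on genes assumed to be stable, and compared between the groups with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. Levels are given as TMM-scaled CPM, the count of a gene at a common library size, and log2 fold changes are siMCU against siScr. The siScr libraries spread more than the siMCU libraries, with a biological coefficient of variation of 6.32% against 2.04%. The first principal component held 39.5% of the variance and separated siMCU from siScr. A chi-square statistic per gene, which is near 1 where libraries differ by sampling noise alone, ran from 1.73 to 1.86 for pairs of siMCU libraries, from 3.50 to 11.1 for pairs of siScr libraries and from 9.85 to 14.5 for pairs across the groups. No pair of libraries was therefore treated as 1 sample.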

Cluster analysis of differentially expressed genes from control RD and MCU knockdown cells, and volcano plot of differentially expressed genes (Fig. 4A) revealed that 891 genes were significantly up regulated and 1223 genes were significantly down regulated in siMCU cells. 

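MCU (ENSG00000156026, chromosome 10 from 74451889 to 74647452 of hg19) was counted 1316, 1123 and 1258 times in siScr replicates 1, 2 and 3 and 271, 308 and 242 times in siMCU replicates 1, 2 and 3. Its level fell from 51.0 ± 1.68 CPM (SD, n = 3) in siScr to 10.4 ± 0.846 CPM (SD, n = 3) in siMCU cells, a log2 fold change of -2.29 (standard error 0.070, adjusted p = 7.71e-12 from edgeR). Of 13 measured genes of the uniporter complex and of mitochondrial calcium exchange, SLC25A23, a mitochondrial carrier, rose, MCU and the outer membrane channel gene VDAC2 fell, and the other 10 did not pass the test (1 higher and 2 lower when adjusted over the list alone). The essential regulator SMDT1 had a log2 fold change of -0.12 and the MCU paralog CCDC109B of 0.066, and both were among those not past the test. The list moved down (adjusted p = 0.00487 from edgeR's camera test, lost at an adjusted p = 0.160 with an estimated correlation, 0.482 with limma-voom and, in tests chosen after the data were seen, 0.535 with weights per library and 0.913 among genes that lack CATTACA), although its median was 0.00067 and its mean -0.17 on the log2 scale, since MCU itself is a member. The search for that word left MCU out, and no other member searched carries it. The last of these tests is thus the list without MCU and says nothing about the word. By edgeR's adjusted p, the call of SLC25A23 was lost without siScr replicate 2 (0.138), siMCU replicate 1 (0.136), siMCU replicate 2 (0.0549) or siMCU replicate 3 (0.0728), and that of VDAC2 without siScr replicate 2 (0.198), siMCU replicate 1 (0.132), siMCU replicate 2 (0.155) or siMCU replicate 3 (0.143), and with upper-quartile scaling (0.0894). Blocking by replicate number also ended the call of VDAC2.
Among all genes tested, 1301 were higher and 1500 were lower in siMCU cells, 17.3% of the total at an adjusted p under 0.05 from edgeR. The changes had a median size of 1.22-fold for the higher and 1.21-fold for the lower genes, and 33 genes rose and 52 fell by 2-fold or more. Among genes with a mean of at least 1 CPM and no overlap between the groups, the largest falls after HRSP12, a deaminase of reactive intermediates with a log2 fold change of -2.37 (standard error 0.12), and MCU itself were of IER3IP1, a protein of the endoplasmic reticulum (-1.37), the calcium-activated potassium channel KCNN4 (-1.36), MYEOV (-1.36), the complement component C3 (-1.28), the integrin ITGB3 (-1.21) and the chemokine CCL5 (-1.21). ZNF702P and ZNF845, at -1.28 and -1.21, belong to a zinc finger family of closely similar sequences, so that their counts are uncertain, C3 overlaps GPR108 and ITGB3 overlaps EFCAB13. The 3′ untranslated region of HRSP12 carries 1 copy of the word CATTACA and that of IER3IP1 carries 3, while those of KCNN4, MYEOV, C3, ITGB3 and ZNF845 carry none. These 2 of 7 did not differ from the other genes searched, of which 11.7% carry it, by the test used (one-sided p = 0.193, Fisher's exact test). Under the same conditions, the largest rises were of TDO2, which degrades tryptophan (1.46), AKR1C3, a reductase of steroids and prostaglandins (1.35), RP11-317P15.5 (1.30), C17orf103 (1.28), complement factor I, CFI (1.27), FAM155B (1.17), SLC26A10 (1.15) and the cholesteryl ester hydrolase NCEH1 (1.06). AKR1C3 has close paralogs that may share its reads. By edgeR's adjusted p, the call of FAM155B was lost without siMCU replicate 2 (0.0681), and SLC26A10 overlaps B4GALNT1. TDO2, RP11-317P15.5, C17orf103, CFI, FAM155B, SLC26A10, KCNN4, MYEOV and C3 lie below 4 CPM in both groups, where few reads stand behind each value. In 5520 genes (34.1%) the siMCU libraries did not overlap the siScr libraries, against 10% by chance for 3 libraries against 3. The number of calls changed with the libraries used: it was 710 higher and 935 lower without siScr replicate 2, and 709 and 912, 589 and 832, and 719 and 898 without siMCU replicates 1, 2 and 3. It rose to 1930 and 2151 without siScr replicate 1 and to 1587 and 1927 without siScr replicate 3. Offsets for GC content and gene length raised it to 2120 higher and 2497 lower, and weights per library in limma-voom, chosen after the data were seen, to 3051 and 3108.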

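Of 50 measured genes of skeletal system development, 13 were higher, 12 were lower and 25 did not pass the test in siMCU cells at an adjusted p under 0.05 from edgeR (18 higher and 13 lower when adjusted over the list alone). OSR1, a transcription factor of the limb and kidney mesenchyme, rose from 3.15 ± 0.401 CPM in siScr to 6.37 ± 0.117 CPM in siMCU cells (SD, n = 3 each), a log2 fold change of 1.01 (standard error 0.12, adjusted p = 3.19e-05 from edgeR). CD44, the hyaluronan receptor, fell from 197 ± 9.52 to 123 ± 0.410 CPM (SD, n = 3 each), and the growth factor gene IGF2 fell, with a log2 fold change of -0.45. IGF2 overlaps IGF2-AS and CD44 overlaps RP1-68D18.2 and RP1-68D18.4, so that some of their reads may not be told apart. The 3′ untranslated region of CD44 carries 1 copy of CATTACA. Changed genes were over-represented in this list (adjusted p = 3.96e-06, Fisher's exact test over the lists) with no common direction (adjusted p = 0.552 from edgeR's camera test). Among genes that lack CATTACA the list moved up (adjusted p = 0.0214 from edgeR's camera test, chosen after the data were seen). That word was chosen because its carriers fell, so leaving them out removes lower genes by selection. The upward call is therefore no evidence of a rise.
Of 33 measured contractile and muscle differentiation genes, 12 were lower and none was higher (14 lower and none higher when adjusted over the list alone). At an unadjusted p under 0.05 from edgeR, 1 of these genes was higher, and DESeq2 and limma-voom called none higher at an adjusted p under 0.05. The intermediate filament gene DES fell from 260.1 ± 20.9 to 139 ± 1.29 CPM (SD, n = 3 each) and CHRND, a subunit of the acetylcholine receptor of muscle, from 91.7 ± 6.45 to 47.5 ± 3.75 CPM (SD, n = 3 each). ATP2A1, the calcium pump of the sarcoplasmic reticulum, had a log2 fold change of -0.56 and SMYD1, a methyltransferase of muscle, of -0.42. The list moved down against the other genes (adjusted p = 3.63e-07 from edgeR's camera test), a call that was lost at an adjusted p = 0.158 with an estimated correlation. The paper reports more cells with myosin heavy chain protein after MCU knockdown, a protein measure in cells kept in differentiation medium and not the mRNA counted here. Of 44 focal adhesion genes other than integrins, 4 were higher, 10 were lower and 30 did not pass the test (7 higher and 12 lower when adjusted over the list alone). The urokinase receptor PLAUR had a log2 fold change of -0.58 (standard error 0.056), the adhesion molecule MCAM of -0.40 and the small GTPase RHOB of 0.42. Changed genes were over-represented here as well (adjusted p = 0.0332, Fisher's exact test), but not without siScr replicate 2 or without siMCU replicates 2 or 3, at adjusted p = 0.0620, 0.0714 and 0.0576, with only genes of a mean of at least 50 counts (0.147) or among genes that lack CATTACA (0.153, where 7 of 36 genes were lower and 4 higher, about the share of the full list). It moved in no common direction (adjusted p = 0.193 from edgeR's camera test), except without siScr replicate 3, where it moved down (0.0122). Of 56 genes of DNA replication and the G1/S transition, 22 were lower, 2 were higher and 32 did not pass the test (25 lower and 5 higher when adjusted over the list alone). GINS2 (-0.46), the helicase subunit MCM3 (-0.36) and SKP2 (-0.36) were among the lower genes, here as log2 fold changes. GINS2 overlaps GSE1, and SKP2 carries 1 copy of CATTACA in its 3′ untranslated region. This list also moved down (adjusted p = 3.18e-06 from edgeR's camera test, and adjusted p = 0.158 with an estimated correlation, where the call is lost). The topics of these lists follow terms that the study found on the same libraries, so their counts are not independent evidence.

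**Figure D1:**
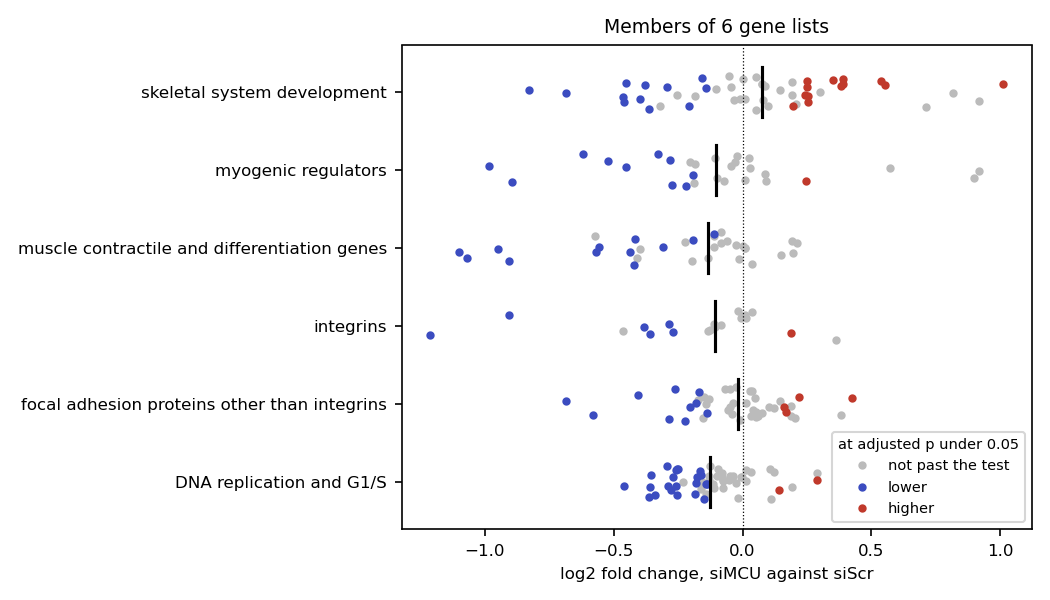
Log2 fold changes (siMCU against siScr) of the measured members of 6 gene lists. Each point is 1 gene, coloured by whether it was higher, lower or not past the test at an adjusted p under 0.05 from edgeR, and the vertical bar is the median of the list. The 12 changed contractile and muscle differentiation genes all lie on the lower side, while the 25 changed genes of skeletal system development lie on both sides.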

Gene Ontology (GO) analysis showed that skeletal system development, muscle organ development and focal adhesion were among the top 5 unique biological processes associated with differentially expressed genes in siMCU cells (Fig. 4B and Supplementary Fig. 8A). Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway analysis identified TGFβ signalling pathway to be among the top 5 significantly altered pathways upon MCU knockdown (Fig. 4C, D and Supplementary Fig. 8B). 

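Of 68 measured genes of the TGFβ signalling pathway, 9 were lower, 13 were higher and 46 did not pass the test in siMCU cells at an adjusted p under 0.05 from edgeR (11 lower and 15 higher when adjusted over the list alone). The receptor gene TGFBR1 (ENSG00000106799, chromosome 9 from 101866320 to 101916474 of hg19) fell from 162 ± 12.3 CPM in siScr to 91.4 ± 0.958 CPM in siMCU cells (SD, n = 3 each), a log2 fold change of -0.83 (standard error 0.054, adjusted p = 3.50e-08 from edgeR). TGFBR2, the receptor that binds the ligand and activates TGFBR1 (ENSG00000163513, chromosome 3 from 30647994 to 30735634), fell from 143 ± 4.58 to 111 ± 0.585 CPM (SD, n = 3 each), a log2 fold change of -0.36 (standard error 0.044, adjusted p = 3.53e-05 from edgeR). The ligand gene TGFB1 (ENSG00000105329, chromosome 19 from 41807492 to 41859816) fell from 148 ± 23.8 to 114 ± 5.33 CPM (SD, n = 3 each), a log2 fold change of -0.38 (standard error 0.081, adjusted p = 0.00442 from edgeR). It overlaps CCDC97, HNRNPUL1 and TMEM91. The other ligand genes TGFB2 and TGFB3, chosen after their values were seen, rose, with log2 fold changes of 0.89 and 0.25. THBS2, a matrix glycoprotein, fell (-0.52), the phosphatase subunit PPP2R1B rose (0.34) and the signal transducer SMAD3 did not pass the test (0.092, adjusted p = 0.241 from edgeR). Changed genes were over-represented in the list (32.4% of its genes against 17.2% of the others, adjusted p = 0.00691, Fisher's exact test) and had no common direction (adjusted p = 0.698 from edgeR's camera test). TGFBR1, TGFBR2, THBS2 and RPS6KB1 carry the word CATTACA in the 3′ untranslated region, as do 23.8% of all lower genes and 10.3% of the genes past the test in neither direction. Over-representation was also tested among genes that lack the word, an analysis chosen after the data were seen. There it had an adjusted p = 0.157 (Fisher's exact test), with 4 of 54 genes lower and 11 higher. Of all 11429 genes that lack the word, 1089 were lower and 1068 higher. The word was chosen because its carriers fell in these libraries, so leaving them out removes lower genes by selection. With fewer genes tested as well, the lost call does not show that the word caused the over-representation.
For the other pathways of Fig. 4C, 24 of 74 genes of ubiquitin conjugation were lower, 6 were higher and 44 did not pass the test (26 lower and 8 higher when adjusted over the list alone). The ubiquitin ligase gene UBE3C had a log2 fold change of -0.51 (standard error 0.042) and UBE2S, which extends ubiquitin chains in mitosis, of -0.37. UBE2S overlaps RPL28. This list moved down (adjusted p = 0.00359 from edgeR's camera test, lost at an adjusted p = 0.557 with an estimated correlation and at 0.0531 among genes that lack CATTACA, where the median log2 fold change was -0.036 against -0.039 in the full list). The word was carried by 8 of the 24 lower genes and by 3 of the 50 others, and 16 of the 63 genes that lack it were lower. Of 50 genes of mitosis, 14 were lower, among them CDC20 (-0.26) and BUB1B (-0.31) of the spindle checkpoint, 1 was higher and 35 did not pass the test (18 lower and 2 higher when adjusted over the list alone). They moved down as well (adjusted p = 0.000617 from edgeR's camera test, lost at an adjusted p = 0.440 with an estimated correlation). Of 46 extracellular matrix genes, 15 were higher, 6 were lower and 25 did not pass the test (15 higher and 6 lower when adjusted over the list alone). Fibronectin, FN1 (0.34), and the collagens COL3A1 (0.21) and COL5A1 (0.43) rose, as did 4 of 6 fibroblast markers, 3 of them collagens of the same list. Its upward call (adjusted p = 0.0338 from edgeR's camera test) was lost at an adjusted p = 0.679 with an estimated correlation, and also without siScr replicates 2 or 3 and without siMCU replicates 1 or 2, at 0.0811, 0.386, 0.0536 and 0.0584. With GC and length offsets it stood at 0.137, and at 0.253 by fry, a rotation test that does not compare the list with other genes. The pathways are those that the study found on these libraries, so the counts are not independent evidence. The paper states from its KEGG analysis that the TGFβ signalling pathway was among those altered most by MCU knockdown, lists MCU, TGFB1, TGFBR1 and TGFBR2 in Fig. 4D, and chose the pathway for study.

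**Figure D2:**
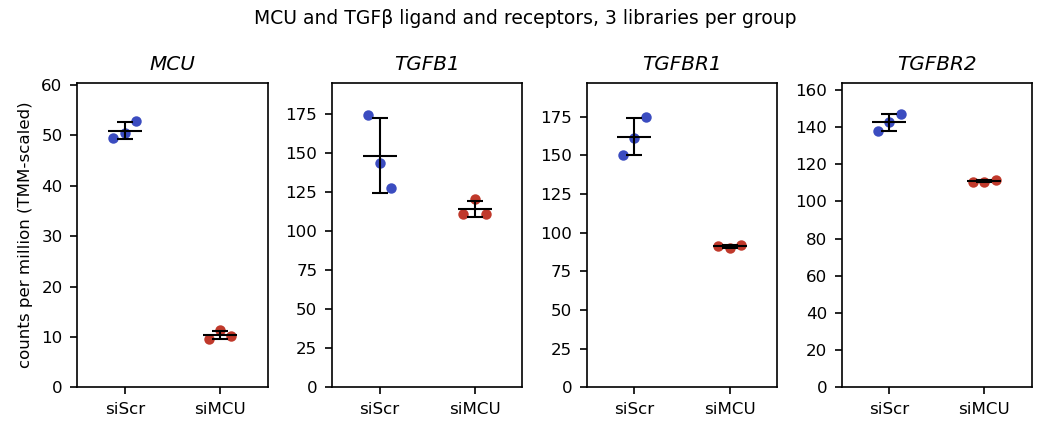
TMM-scaled CPM of MCU, TGFB1, TGFBR1 and TGFBR2 in siScr and siMCU libraries. Each point is 1 library (3 per group), and the bars show the mean and SD of the group. The siMCU libraries lie below the siScr libraries in all 4 genes, with the widest spread in TGFB1 of siScr cells (SD 23.8 CPM).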

We validated the downregulation of *TGFβ1*, *TGFβR1* and *TGFβR2* expression by qPCR in MCU knockdown cells (Fig. 4E). Several genes that regulate myogenesis such as myostatin (*MSTN*) [31] and hairy/enhancer-of-split related with YRPW motif protein 2 (*HEY2*) [32] were also downregulated upon MCU knockdown and validated by qPCR (Supplementary Fig. 8C). 

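MSTN, which encodes the muscle growth inhibitor myostatin (ENSG00000138379, chromosome 2 from 190920423 to 190927455 of hg19), fell from 326 ± 48.9 CPM in siScr to 175 ± 14.8 CPM in siMCU cells (SD, n = 3 each), a log2 fold change of -0.89 (standard error 0.082, adjusted p = 1.90e-06 from edgeR). It overlaps C2orf88. HEY2, a repressor that acts downstream of Notch (ENSG00000135547, chromosome 6 from 126068810 to 126082415), fell from 8.57 ± 0.339 to 5.96 ± 0.260 CPM (SD, n = 3 each), a log2 fold change of -0.52 (standard error 0.094, adjusted p = 0.00124 from edgeR). Of 28 measured regulators of myogenesis, 10 were lower, 1 was higher and 17 did not pass the test (11 lower and 2 higher when adjusted over the list alone). MYOG, the transcription factor myogenin that starts terminal muscle differentiation, fell from 15.1 ± 1.04 to 7.62 ± 0.928 CPM (SD, n = 3 each), a log2 fold change of -0.98. The paper reports the opposite direction for MYOG protein, which was higher in cells and tumours with an shRNA against MCU. Protein under a stable knockdown and mRNA 48 h after siRNA transfection are unlike measures, and the cause of the difference was not tested. The growth factor receptor gene FGFR4 fell by a log2 fold change of -0.62. PAX3, a factor of muscle precursors named here because it was the only riser, had a log2 fold change of 0.25. MYOD1, the determination factor, stood at 191 ± 21.7 CPM in siScr and 188 ± 8.87 CPM in siMCU cells (SD, n = 3 each), with a log2 fold change of -0.021 (adjusted p = 0.865 from edgeR). The list moved down against the other genes (adjusted p = 0.000215 from edgeR's camera test), a call lost at an adjusted p = 0.158 with an estimated correlation. Changed genes were over-represented in it (adjusted p = 0.0167, Fisher's exact test), but not without siScr replicate 1 (0.0681) or among genes that lack the word CATTACA (0.237, where 6 of 23 genes were lower and 1 higher), which 4 of the 10 lower members carry. The list was written with these conclusions in view, so its direction is not independent evidence.

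**Figure D3:**
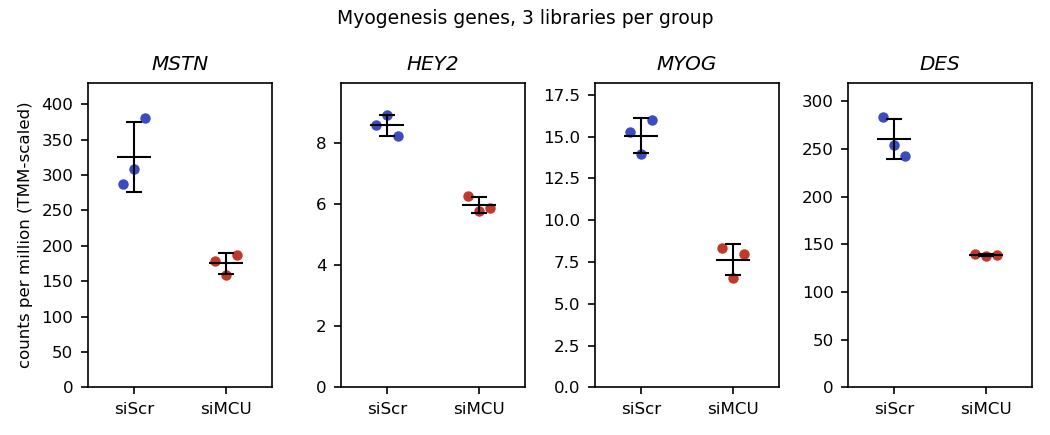
TMM-scaled CPM of MSTN, HEY2, MYOG and DES in siScr and siMCU libraries. Each point is 1 library (3 per group), and the bars show the mean and SD. No siMCU library reaches a siScr library in any of the 4 genes.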

The differential expression of integrins *ITGB3*, *ITGA3* and *ITGA7* were also validated in shMCU cells (Supplementary Fig. 8D). The TGFβ signalling pathway is well known for its role in tumour progression and epithelial-to-mesenchymal transition (EMT) [33, 34]. We therefore focused on examining this pathway. Consistent with reduced expression of *TGFβ1*, *TGFβR1* and *TGFβR2*, phosphorylated Smad family member 3 (p-SMAD3) levels, a readout of TGFβ signalling, was reduced in shMCU cells whereas total SMAD3 levels were unchanged (Fig. 4F). A significant reduction in the TGFβ reporter 3TP-Lux [35] activity was seen in shMCU cells (Fig. 4G). Consistently, MCU overexpression resulted in a significant increase in TGFβ activity in C2C12 cells as compared to control cells (pCMV) (Supplementary Fig. 3D). Basal TGFβ activity however was not elevated in the ARMS cell lines RH30 and RH41 (Supplementary Fig. 7H). 

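LTBP2, a matrix protein of the family that binds latent TGFβ, fell from 30.1 ± 5.32 CPM in siScr to 18.0 ± 1.00 CPM in siMCU cells (SD, n = 3 each), a log2 fold change of -0.74 (standard error 0.10, adjusted p = 9.92e-05 from edgeR). LTBP4, of the same family, fell from 86.4 ± 12.3 to 66.9 ± 2.21 CPM (SD, n = 3 each), a log2 fold change of -0.37 (standard error 0.076, adjusted p = 0.00313 from edgeR). The membrane-bound metalloproteinase MMP16 had a log2 fold change of -0.47 (standard error 0.10) and the metalloproteinase inhibitor TIMP3 of -0.31 (standard error 0.052). Both passed the same test, at an adjusted p from edgeR of 0.00480 for MMP16 and 0.000680 for TIMP3. On hg19, LTBP2 lies on chromosome 14 from 74964873 to 75079306, LTBP4 on chromosome 19 from 41098789 to 41135725, MMP16 on chromosome 8 from 89044237 to 89340254 and TIMP3 on chromosome 22 from 33197687 to 33259030. The 3′ untranslated region of MMP16 holds 1 copy of CATTACA, and those of the other 3 genes hold none. Of 33 measured target genes of TGFβ, these 4 among them, 9 were lower, 9 were higher and 15 did not pass the test (10 lower and 12 higher when adjusted over the list alone). TAGLN, an actin-binding protein of smooth muscle, rose, with a log2 fold change of 0.78 (standard error 0.099), and it overlaps PCSK7. COL1A1 rose by 0.38 on the same scale. Changed genes were over-represented in the list (54.5% of its genes, adjusted p = 1.74e-05, Fisher's exact test) and moved in no common direction (adjusted p = 0.582 from edgeR's camera test). The 4 lower targets named here were taken from the study's own findings on these libraries, so they are not independent evidence of a direction.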

Importantly, several transcriptional targets of the pathway whose expression was altered by RNA-Seq data, including latent transforming growth factor beta binding protein 2 (*LTBP2), LTBP4*, matrix metallopeptidase 16 (*MMP16)*, metalloproteinase inhibitor 3 *(TIMP3)* and serpin family E member 1 (*SERPINE1)* [36–39], were differentially expressed in shMCU cells (Supplementary Fig. 8E). Together, these data demonstrate that elevation of MCU expression is sufficient to modulate TGFβ signalling.

**Fig. 4:**
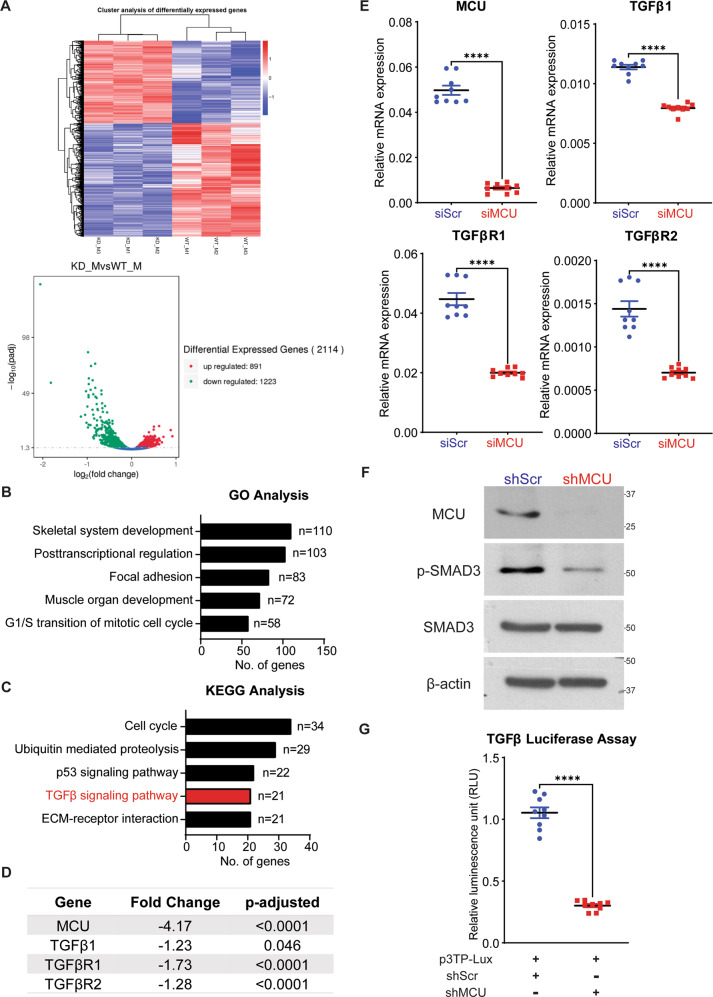
TGFβ signalling pathway is deregulated upon MCU knockdown. **A** RNA-Seq heatmap (upper panel) showing hierarchical cluster of differentially expressed genes. Red represents high expression and blue represents low expression. Volcano plot (lower panel) shows distribution of differentially expressed genes upon MCU knockdown. **B** GO enrichment histogram showing top five significantly enriched biological processes upon MCU knockdown based on the number of differentially expressed genes. **C** KEGG enrichment histogram showing top five unique significantly enriched pathways upon MCU knockdown based on the number of differentially expressed genes. **D** A list of the top significantly altered genes in the TGFβ pathway identified by RNA-Seq analysis upon MCU knockdown are shown with the fold change and adjusted *p* values. **E** qPCR analysis for *TGFβ1*, *TGFβR1* and *TGFβR2* mRNA in control and siMCU cells. The values correspond to average ± SEM (*n* = 3). **F** Western blot analysis of control and shMCU cells using MCU, p-SMAD3 and SMAD3 antibodies. A representative western blot from three independent experiments is shown. **G** Control and shMCU cells were transfected with 200 ng of the TGFβ reporter p3TP-Lux and 5 ng Renilla luciferase. Cells were analysed for luciferase activity 48 h later. The values correspond to average ± SEM (*n* = 3). Two-tailed non-parametric unpaired t-test was performed for statistical analysis. ****p ≤ 0.0001.

### MCU promotes tumour growth in vivo

To examine the impact of MCU loss in vivo, we injected RD control (shScr) and shMCU cells in BALB/c nude mice. A significant reduction in tumour growth was apparent in mice injected with shMCU cells (Fig. 5A–C) without any adverse effect on weight (Fig. 5D). Tumour sections from shScr and shMCU cells were analysed histologically and by IHC (Fig. 5E). Ki-67, a proliferation marker, was significantly reduced in shMCU tumours. In contrast, myogenic differentiation was strikingly increased as seen from MHC and MYOG levels by IHC and western blot analysis of tumour lysates. Melanoma Cell Adhesion Molecule (MCAM) and Snail Family Transcriptional Repressor 2 (SNAI2), which promote metastasis and oncogenic progression [40, 41] were decreased. No overt change in active caspase 3 staining was apparent. Moreover, a significant reduction in p-SMAD3 levels was seen in MCU knockdown tumours by western blot analysis (Fig. 5F).

**Fig. 5:**
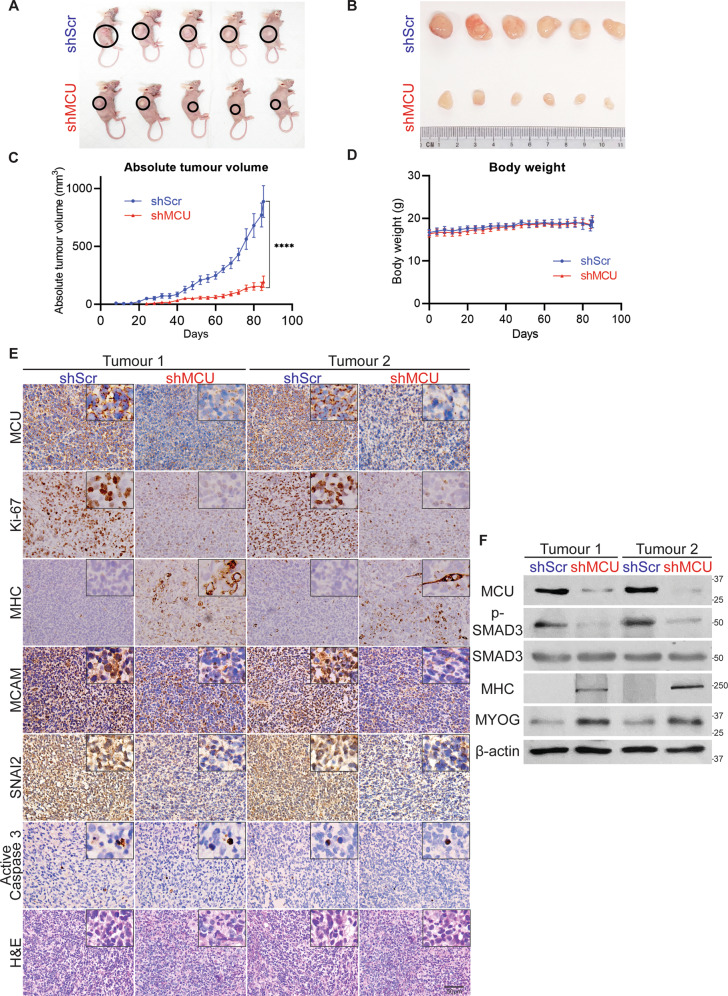
MCU promotes ERMS tumour growth in vivo. **A**, **B** Nude mice were injected with shScr cells (*n* = 7) or shMCU cells (*n* = 7). Representative images of 5 mice in each group (**A**), and resected tumours of 6 mice in each group (**B**) are shown. **C**, **D** The absolute tumour volume and body weight are shown in the graphs below. Statistical significance was calculated using repeated-measure one-way ANOVA where ****p ≤ 0.0001. Values correspond to the average ± SEM. **E** Tumours from two shScr and two shMCU mice were analysed by IHC using anti-MCU, anti-Ki67, anti-MHC, anti-MCAM, anti-SNAI2 and anti-active caspase 3 antibodies. Histology was assessed by haematoxylin and eosin (H&E) staining. Images were taken at ×40 magnification. Inset shows ×3 zoomed in image. Scale bar: 50 μm. **F** Two sets of tumour lysates from shScr and shMCU mice were analysed by western blot with anti-p-SMAD3, anti-SMAD3, anti-MHC, anti-MYOG and anti-β-actin antibodies.

### MCU regulates TGFβ signalling pathway through mROS

Previous studies have shown crosstalk between ROS and TGFβ signalling [42, 43]. We therefore examined whether mROS is upstream of and regulates TGFβ signalling. To alter mROS levels, RD cells were treated with mitoTEMPO (a mROS scavenger) and antimycin A (a complex IV inhibitor) for 48 h. Treatment with mitoTEMPO resulted in a significant reduction in mROS levels in shScr cells, while no further decrease was observed in shMCU cells. On the other hand, treatment with antimycin A elevated mROS levels in both shScr and shMCU cells. (Fig. 6A). MitoTEMPO treatment of shScr cells significantly reduced TGFβ activity to levels similar to shMCU cells, although shMCU cells showed no further reduction in TGFβ activity (Fig. 6B). Consistently, p-SMAD3 level was reduced in mitoTEMPO treated shScr cells with no observable difference in mitoTEMPO-treated shMCU cells (Fig. 6C). Conversely, treatment of shMCU cells with antimycin A rescued TGFβ reporter activity (Fig. 6B) and p-SMAD3 levels to those comparable to control DMSO-treated cells (Fig. 6C).

**Fig. 6:**
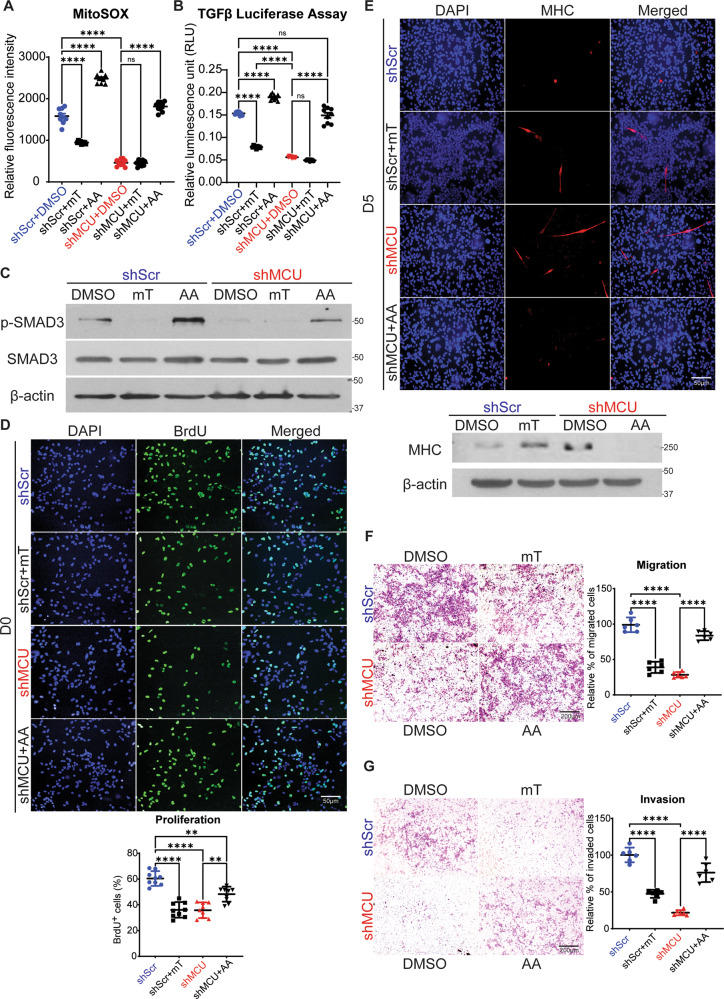
Modulation of mROS impacts TGFβ signalling. **A** shScr and shMCU RD cells were treated with DMSO, mitoTEMPO (mT) or antimycin A (AA) for 48 h. MitoSOX staining showed significantly decreased mROS levels upon mT treatment in shScr cells, whereas increased mROS levels were observed with AA treatment in both shScr and shMCU cells. The values correspond to average ± SEM (*n* = 3). **B** shScr and shMCU cells were treated with mT and AA as indicated for 48 h. Cells were transfected with the p3TP-Lux and analysed for luciferase activity 48 h later. The values correspond to average ± SEM (*n* = 3). **C** p-SMAD3 and SMAD3 levels were examined by western blot analysis in shScr and shMCU cells treated with mT and AA. Representative images of three independent experiments are shown. **D** Proliferation was analysed by BrdU assay in shScr cells and shMCU cells treated with mT or AA for 48 h as indicated. Images are representative of three independent experiments. Scale bar: 50μm. The bar graph shows the percentage of BrdU^+^ cells in shMCU cells relative to shScr cells. The values correspond to average ± SEM. **E** shScr cells were treated for 5 days in differentiation media with DMSO or mT and shMCU cells were treated with DMSO or AA. MHC^+^ cells were analysed by immunofluorescence and quantified using western blot with anti-MHC antibody. Nuclei were stained with DAPI. Representative images of three independent experiments are shown. Scale bar: 50 μm. **F** Migration was analysed for 24 h using Boyden chamber assays following 48 h treatment of shScr cells with DMSO or mT and shMCU cells with DMSO or AA. Images are representative of three independent experiments. Scale bar: 200 μm. The relative percentage of migrated cells were quantified in the scatter plot. The values correspond to average ± SEM.**G** Matrigel invasion was analysed after 24 h following treatment of shScr cells with DMSO or mT and shMCU cells with DMSO or AA for 48 h. Images are representative of three independent experiments. Scale bar: 200 μm. The relative percentage of migrated cells were quantified in the scatter plot and the values correspond to average ± SEM. One-way ANOVA test with appropriate correction was performed for statistical analysis. ns not significant, **p ≤ 0.01, ****p ≤ 0.0001.

MCU regulates mROS through increased mitochondrial Ca^2+^ production [44–46]. We first examined whether the phenotypic effects of MCU depletion are mROS-dependent. Upon treatment of control cells with mitoTEMPO, BrdU^+^ cells were reduced to a level similar to shMCU cells. On the other hand, treatment of shMCU cells with antimycin A partially rescued proliferation (Fig. 6D). Treatment with mitoTEMPO also increased the number of MHC^+^ cells in control cells, and conversely, a prominent reduction in MHC staining was seen upon antimycin A treatment in shMCU cells (Fig. 6E). Similarly, migration and invasion were decreased in mitoTEMPO treated shScr cells, whereas increased migration and invasion were observed in antimycin A-treated shMCU cells (Fig. 6F, G).

We next examined the mechanisms by which mROS regulates TGFβ ligand and receptors. *TGFβ1, TGFβR1* and *TGFβR2* transcripts were evidently reduced in mitoTEMPO-treated shScr cells to levels similar to shMCU cells. On the hand, treatment of shMCU cells with antimycin A rescued mRNA expression of *TGFβ1, TGFβR1* and *TGFβR2* to levels comparable to shScr cells (Supplementary Fig. 9A). Previous studies have shown transcriptional regulation of TGFβ signalling by mROS via NF-κB and p38/JNK/ERK pathways [47, 48]. Control shScr cells treated with mitoTEMPO showed significant reduction in phosphorylated NF-κB (p-NF-κB) and phosphorylated p38 mitogen-activated protein kinases (p-p38 MAPK) protein levels with no change in total NF-κB and p38 MAPK expression, that was similar to shMCU cells (Supplementary Fig. 9B). Conversely, antimycin A treatment in shMCU cells rescued p-NF-κB and p-p38 MAPK expression to levels similar to that of control shScr cells (Supplementary Fig. 9B).

Collectively, our data demonstrate that modulation of mROS production alters TGFβ signalling and oncogenic phenotypes in ERMS (Fig. 7).

**Fig. 7:**
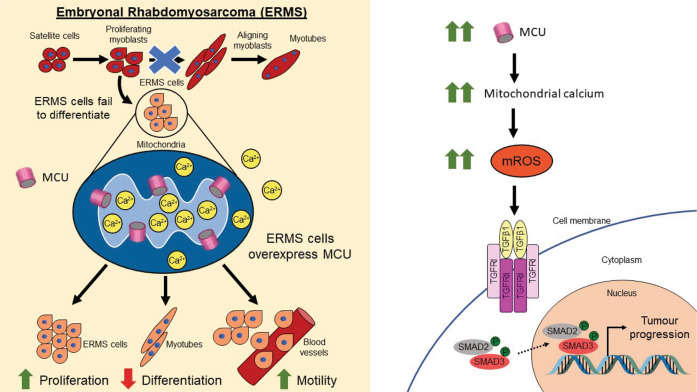
Graphical model of MCU function in ERMS. Mitochondrial calcium uniporter (MCU) is overexpressed in ERMS. Elevated mitochondrial calcium uptake due to MCU overexpression in the mitochondria promotes mROS production that activates TGFβ signalling and promotes tumour progression by increasing proliferation and motility with a decreased propensity to differentiate in vitro and in vivo.

## Discussion

The RAS pathway is frequently activated in ERMS and impacts redox balance [6, 29]. Consistently, ERMS cells are sensitive to drugs that elevate oxidative stress [29, 49]. Despite these correlations, the importance of mitochondrial Ca^2+^ homoeostasis has not been examined. Here we show that deregulated expression of the MCU complex impairs mitochondrial Ca^2+^ homoeostasis in ERMS cell lines. MCU knockdown caused a reduction in mitochondrial Ca^2+^ uptake and reduced mROS production. This inhibited the TGFβ signalling pathway and impaired proliferation and motility of tumour cells but promoted myogenic differentiation in vitro and in vivo.

Our finding that MCU positively regulates mitochondrial Ca^2+^ uptake is in concordance with previous studies on MCU knockout mice which show a lack of mitochondrial Ca^2+^ uptake [50, 51]. Moreover, an attenuation in mitochondrial Ca^2+^ uptake upon MCU knockdown has been reported in neurons [52], heart [53], liver [15] and pancreatic β cells [54]. The reduced OCR upon MCU knockdown is also in line with similar observations in myofibers of MCU knockout mice [55].

Mitochondria contribute to tumourigenesis and tumour progression in many ways that include the generation of ROS, accumulation of metabolites, and alterations in apoptosis [56]. Most of these processes are tightly regulated by Ca^2+^ ions. Since MCU and MICU1 regulate mitochondrial Ca^2+^ uptake and metabolism, deregulation in their expression leads to mitochondrial dysfunction. Indeed, studies have shown that increased or decreased MCU and MICU1 expression in different cancers contribute to tumourigenesis and metastasis in several ways [13, 19, 20]. In HCC as well as in breast cancer, MCU overexpression results in increased Ca^2+^ uptake and mROS generation, which play an important role in driving tumour progression and metastasis [21, 23]. Elevated mROS activates hypoxia-inducible factor 1-alpha (HIF1α), which promotes tumour progression [21]. Additionally, mROS has been reported to reduce superoxide dismutase 2 (SOD2) activity and promote ROS-dependent matrix metalloproteinase (MMP) activity, which promotes cell motility [23]. Interestingly, our RNA-Seq data identified a novel signalling pathway downstream of mROS production in ERMS. We show that TGFβ signalling is dampened in response to MCU knockdown. The interplay between ROS and TGFβ signalling pathway has been widely studied [34, 42, 57, 58] and both TGFβ ligands and receptors have been reported to be transcriptionally regulated by ROS via the p38 MAPK and NF-kB pathways [48]. TGFβ signalling is elevated in ERMS [59, 60]. Increasing or decreasing mROS modulated TGFβ signalling, demonstrating that elevated MCU-mediated mROS production is upstream of TGFβ signalling. Nevertheless, we note that integrins, which also regulate TGFβ signalling, are down regulated upon MCU knockdown. It is plausible that the reduced expression of these genes upon MCU knockdown also contributes to the reduction of TGFβ signalling. 

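Of 20 measured integrin genes, 6 were lower, 1 was higher and 13 did not pass the test in siMCU cells at an adjusted p under 0.05 from edgeR (9 lower and 1 higher when adjusted over the list alone). ITGB3, the β subunit of the vitronectin receptor (ENSG00000259207, chromosome 17 from 45331212 to 45421658 of hg19), fell from 8.41 ± 0.657 CPM in siScr to 3.60 ± 0.489 CPM in siMCU cells (SD, n = 3 each), a log2 fold change of -1.21 (standard error 0.12, adjusted p = 3.71e-06 from edgeR). ITGA3, an α subunit that binds laminin (ENSG00000005884, chromosome 17 from 48133332 to 48167845), fell from 45.2 ± 5.08 to 24.1 ± 2.99 CPM (SD, n = 3 each), a log2 fold change of -0.90 (standard error 0.088, adjusted p = 3.37e-06 from edgeR). ITGA7, the laminin receptor subunit of skeletal muscle (ENSG00000135424, chromosome 12 from 56078352 to 56109827), fell from 57.0 ± 4.41 to 43.7 ± 1.08 CPM (SD, n = 3 each), a log2 fold change of -0.38 (standard error 0.059, adjusted p = 0.000334 from edgeR). ITGB3 overlaps EFCAB13, and ITGA7 overlaps BLOC1S1 and METTL7B, so that some of their reads may not be told apart. The collagen receptor subunit ITGA1 fell too (-0.27). ITGAV, the partner of ITGB3 that was the only member to rise and is named here for that reason, had a log2 fold change of 0.19. ITGA2, named in the legend of Supplementary Fig. 8D, stood at 3.26 ± 0.369 CPM in siScr and 3.29 ± 0.476 CPM in siMCU cells (SD, n = 3 each), with a log2 fold change of -0.0013 (adjusted p = 0.996 from edgeR). The list moved down against the other genes (adjusted p = 0.00131 from edgeR's camera test, lost at an adjusted p = 0.158 with an estimated correlation). The over-representation of changed genes of either direction did not pass the threshold (adjusted p = 0.0945, Fisher's exact test), but did without siScr replicates 1, 2 or 3 and without siMCU replicate 2, at 0.0347, 0.00859, 0.0324 and 0.0208, with no filter on low counts (0.0134), with GC and length offsets (0.0331) or counting lower genes alone (0.0177). The sign of ITGA2 turned between settings. The study found these integrins on the same libraries.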

The TGFβ pathway has well-established roles in cell cycle progression and tumour invasion [33, 34]. In addition, TGFβ signalling potently represses myogenic differentiation [59, 61]. The impaired TGFβ signalling in shMCU cells correlates with the observed reduction in proliferation and cell motility and elevated myogenic differentiation in vitro and in vivo.

In some cancers, MCU overexpression protects cells from apoptosis and thus MCU silencing potentiates cell death [21, 62]. While ERMS cells overexpress MCU, we did not observe cell death in shMCU cells in vitro and in vivo. 

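Of 54 measured genes of the p53 pathway, which halts the cell cycle and promotes cell death after damage, 11 were lower, 6 were higher and 37 did not pass the test in siMCU cells at an adjusted p under 0.05 from edgeR (12 lower and 9 higher when adjusted over the list alone). GADD45A, a stress sensor that p53 induces, fell from 133 ± 8.31 CPM in siScr to 92.6 ± 0.925 CPM in siMCU cells (SD, n = 3 each), a log2 fold change of -0.53 (standard error 0.051, adjusted p = 2.98e-06 from edgeR). ZMAT3, an RNA-binding p53 target, rose from 15.1 ± 0.763 to 21.6 ± 1.19 CPM (SD, n = 3 each), a log2 fold change of 0.52 (standard error 0.073, adjusted p = 0.000140 from edgeR). GADD45B rose by 0.39 on the log2 scale. The cyclin-dependent kinase inhibitor CDKN1A had a log2 fold change of -0.20 (adjusted p = 0.0192 from edgeR), a call lost without siScr replicate 2 (0.0923), siMCU replicate 1 (0.0721) or siMCU replicate 2 (0.115). Changed genes were over-represented in the list (31.5% against 17.3% of the other genes, adjusted p = 0.0222, Fisher's exact test), with no common direction (adjusted p = 0.552 from edgeR's camera test). By Fisher's exact test, this over-representation was lost without siScr replicate 1 (adjusted p = 0.124) and with only genes of a mean of at least 50 counts (0.0553), and among genes that lack the word CATTACA (0.106, where 10 of 50 genes were lower and 5 higher, about the share of the full list) or with weights per library (0.111), both chosen after the data were seen. The study found this pathway on the same libraries, so the counts are not independent evidence.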

RNA-Seq analysis showed that the p53 pathway was also altered in response to MCU knockdown. 

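PMAIP1, which encodes the BH3-only protein NOXA, fell from 261 ± 14.5 CPM in siScr to 188 ± 7.28 CPM in siMCU cells (SD, n = 3 each), a log2 fold change of -0.47 (standard error 0.049, adjusted p = 7.08e-06 from edgeR). APAF1, the scaffold of the apoptosome, fell from 55.8 ± 2.14 to 43.7 ± 0.541 CPM (SD, n = 3 each), a log2 fold change of -0.35 (standard error 0.051, adjusted p = 0.000200 from edgeR). BID, which links death receptors to mitochondria, fell from 51.7 ± 1.77 to 44.4 ± 1.48 CPM (SD, n = 3 each), a log2 fold change of -0.22 (standard error 0.053, adjusted p = 0.00907 from edgeR). On hg19, PMAIP1 lies on chromosome 18 from 57567180 to 57571538, APAF1 on chromosome 12 from 99038919 to 99129204 and BID on chromosome 22 from 18216906 to 18257536. APAF1 holds 1 copy of CATTACA in its 3′ untranslated region. Of 29 measured pro-apoptotic genes, 5 were lower, 2 were higher and 22 did not pass the test (5 lower and 4 higher when adjusted over the list alone). BAK1, a pore-forming member of the BCL2 family, rose, with a log2 fold change of 0.39 (standard error 0.055). Of 10 measured anti-apoptotic genes, BCL2L1, which encodes BCL-XL, rose by 0.26 on the log2 scale, and the other 9 did not pass the test (the same counts when adjusted over the list alone). Changed genes were not over-represented among the pro-apoptotic genes (adjusted p = 0.334, Fisher's exact test), unless genes with few reads were kept in the test (0.0121), and the list moved in no common direction (adjusted p = 0.514 from edgeR's camera test). By edgeR's adjusted p, the call of BID was lost without siMCU replicate 1 (0.0550) or siMCU replicate 3 (0.0603).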

The expression of several pro-apoptotic genes such as BH3-interacting domain death agonist (*BID*), tumour protein P53 (*TP53*), apoptotic protease activating factor 1 (*APAF1*) and phorbol-12-myristate-13-acetate-induced protein 1 (*PMAIP1*) [63] were reduced significantly upon MCU knockdown. The decreased expression of such pro-apoptotic genes may underlie the absence of apoptosis in shMCU cells. SNAI2 directly represses the pro-apoptotic gene *BIM/BCL2L11* expression in a p53-independent manner in RMS cell lines, and confers protection from ionising radiation [64]. As SNAI2 levels are also down regulated upon MCU knockdown, it would be interesting to determine the effect of radiation on these cells.

In addition to MCU overexpression, MICU1 is down regulated in ERMS cell lines. The regulatory mechanisms that underlie these changes in expression are unclear and need further investigation. As shMCU cells showed a modest impact on basal mitochondrial Ca^2+^ levels, it is likely that the down regulation of MICU1 in ERMS cell lines may contribute to the endogenous elevation of basal level of mitochondrial Ca^2+^ [16, 17].

Mitochondrial dysfunction is increasingly recognised to have central role in the development of several human diseases including cancer. Pharmacological interventions targeting mitochondria could become effective strategies for treating pathological conditions associated with mitochondrial dysfunction. However, the development of such therapeutic tools is hampered by the incomplete understanding of the molecular mechanisms underlying major mitochondrial functions. In this context, our study elucidates how high MCU expression is linked to tumour progression and a block in myogenic differentiation. Targeting the MCU-mROS-TGFβ axis could be a new unexplored therapeutic strategy in ERMS.

## Materials and methods

### Cell culture, transient and stable knockdown cells

Primary human skeletal muscle myoblasts (HSMM) were purchased from Zen-Bio, Inc. (NC, USA) and cultured in skeletal muscle cell growth medium (#SKM-M, Zen-Bio, USA). Cells were maintained at a confluency of no more than 70% and experiments were performed with cells under 7 passages. ERMS cell lines were a kind gift from Peter Houghton (Nationwide Children’s Hospital, Ohio, USA) and Rosella Rota (Bambino Gesu Children’s Hospital, Rome, Italy). RD cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) (Sigma-Aldrich, St. Louis, MO, USA) with 10% foetal bovine serum (FBS) (HyClone, Cytiva, U.S.) and 1% Penicillin-Streptomycin (HyClone, Cytiva, U.S.). RD18, JR1, RH36, RH30 and RH41 were cultured in RPMI 1640 with L-Glutamine (Thermo Fisher Scientific, Waltham, MA, USA) with 10% FBS and 1% Penicillin–Streptomycin. Mouse myoblasts (C2C12) were purchased from ATCC and cultured in DMEM with 20% FBS and 1% Penicillin–Streptomycin. The authenticity of all cell lines was confirmed by Short Tandem Repeats (STR) analyses (Axil Scientific Pte Ltd, Singapore).

For transient knockdown, cells were transfected with 50 nM human MCU-specific siRNA (ON-TARGETplus siRNA SMARTpool, Dharmacon, Lafayette, CO, USA) containing a pool of three to five 19-25 nucleotide siRNAs. Control cells were transfected with 50 nM scrambled siRNA (ON-TARGETplus, non-targeting pool, Dharmacon, Lafayette, CO, USA). Transfections were performed using Lipofectamine RNAiMax (Thermo Fisher scientific). Cells were analysed 48 h post-transfection for all assays.

For transient overexpression, cells were transiently transfected with 2.5 µg of pLYS5-MCU-Flag (#50054, Addgene). Control cells were transfected with 2.5 µg of pCMV-GFP (#11153, Addgene). Transfections were performed using Lipofectamine 3000 Transfection Reagent (Thermo Fisher Scientific). Cells were analysed 48 h post-transfection for all assays.

For generation of stable knockdown cell lines, HEK293FT cells were transfected with packaging plasmid pIP1 (5 µg) and pIP2 (5 µg), envelope plasmid pIP/VSV-G (5 µg) (ViraPower^TM^ Lentiviral Packaging Mix, Thermo Fisher Scientific) and 5 µg lentiviral expression constructs shRNA (pLKO.1 Mission shRNA DNA clone, Sigma-Aldrich Inc.) or shMCU (#SHCLNG-NM_138357 Mission shRNA, Sigma-Aldrich Inc.). 16 h post-transfection, the cell supernatant was replaced with basal DMEM medium. The supernatants were centrifuged, and the viral pellet was resuspended in DMEM medium. RD cells were transduced with shRNA control lentivirus particles or shMCU lentivirus particles with polybrene (8 µg/ml) (Sigma-Aldrich Inc.). Transduced cells were selected with 1 µg/ml puromycin (Sigma-Aldrich Inc.) for three days until all cells in control plates were dead.

### Mitochondrial calcium measurement

Cells were plated on glass bottom dishes and loaded with 5 µM Rhod-2 AM (Sigma-Aldrich Inc.) and 100 nM MitoTracker Green FM (Invitrogen) in extracellular medium as described previously [65, 66]. Cells were incubated for 50 min at 37 °C before washing with the same extracellular buffer containing 0.25% BSA at room temperature for 20 min. To measure mitochondrial Ca^2+^, the dishes were mounted on an on-stage incubator at 37 °C with 5% CO_2_ and imaged with confocal microscope with ×60 water objective lens. After 1 min of baseline recording, 100 μM histamine (Sigma-Aldrich Inc.) was added to induce mitochondrial Ca^2+^ uptake. Confocal images were recorded every 1 s at 561 nm excitation for another 4 min. The fluorescence intensities of the images were analysed and quantified with Image J (NIH). Mitochondrial Ca^2+^ changes were quantified by plotting relative fluorescence intensity of the images for a duration of 5 min. Basal mitochondrial Ca^2+^ was quantified by measuring relative fluorescence intensity during the first 1 min of baseline recording. Maximal mitochondrial Ca^2+^ uptake was quantified by the difference between maximal fluorescence intensity and basal fluorescence intensity.

### Reactive oxygen species

Cellular ROS and mitochondrial superoxide were detected using fluorescence probe CM-H_2_DCFDA (Invitrogen; Thermo Fisher Scientific, Inc., USA) and MitoSOX Red (Invitrogen; Thermo Fisher Scientific, Inc., USA) respectively. Cells were trypsinised and loaded with 5 μM CM-H_2_DCFDA or 5 μM MitoSOX Red for 20 min at 37 °C, respectively. Fluorescence intensity was analysed using flow cytometry. A minimum of 100,000 events per sample were collected and the data was analysed using CytExpert software (Beckman Coulter, Inc.). To modulate mROS levels, RD cells were treated with 200 nM of mitoTEMPO (mT), whereas shMCU cells were treated with 500 nM antimycin A (AA) for 48 h. DMSO was used as a control.

To measure mitochondrial hydrogen peroxide, cells were transfected with pC1-HyPerRed-mito (Addgene plasmid #60247). Forty-eight hours post transfection, cells were imaged with confocal microscope with ×60 water objective lens. HyperRed-mito fluorescence intensity was analysed by Image J software (NIH).

### ATP measurement

ATP production was measured with the ATPlite Luminescence Assay System (PerkinElmer) according to the manufacturer’s instructions.

### Oxygen consumption rate measurement

Oxygen consumption rate (OCR) was measured with a XF24 extracellular analyser (Seahorse Bioscience) and XF Cell Mito Stress Test Kit (Seahorse Bioscience). Cells were seeded at 50,000 cells/well (~80–90% confluent when assayed) in a 24-well Agilent Seahorse XF Cell Culture Microplate (Seahorse Bioscience) and incubated overnight at 37 °C. Prior to the assay, growth media was replaced with XF DMEM medium, pH 7.4 (Seahorse Bioscience) supplemented with 1 mM sodium pyruvate (Sigma-Aldrich, St. Louis, MO, USA) and 10 mM glucose (Sigma-Aldrich, St. Louis, MO, USA). Cells were then incubated for 45 min to 1 h in 37 °C without CO_2_ to prevent acidification of medium. After loading the plate into the machine, basal respiration rate was measured before cells were exposed sequentially to oligomycin (1 μM), carbonyl cyanide p-trifluoromethoxyphenylhydrazone (FCCP; 1 μM) and rotenone + antimycin A (500 nM each). After each injection, OCR was measured for 5 min, the medium was mixed and again measured for another 5 min. After the experiment, protein concentration was determined by lysing samples in each well and performing Bradford analysis (Bio-Rad). Maximum respiration rate was quantified by maximal OCR after adding FCCP. ATP-linked respiration was quantified by the decrease in OCR upon injection of the ATP synthase inhibitor oligomycin.

### Reporter assays

TGFβ reporter assay was analysed as described [67]. Briefly, shScr and shMCU cells were transfected with 200 ng of 3TP-Lux reporter in 24-well plates. 5 ng of Renilla reporter was co-transfected as an internal normalisation control. Transfection was carried out in triplicates using Lipofectamine 3000 Transfection Reagent (Thermo Fisher Scientific). Reporter activity was analysed with the Dual-Luciferase Reporter Assay System (Promega). Luminescence was analysed with Varioskan plate reader using the SkanIT software.

### Western blot analysis

Whole-cell and tumour lysates were isolated using RIPA buffer supplemented with protease inhibitors (Complete Mini, Sigma-Aldrich Inc.) and phosphatase inhibitors including sodium pyrophosphate, β-glycerophosphate, sodium fluoride and sodium orthovanadate (Sigma-Aldrich). The following primary antibodies were used: anti-MCU (#D2Z3B 1:1000, Cell Signaling), anti-MICU1 (#HPA037479 1:1000, Sigma-Aldrich), anti-MICU2 (#ab101465 1:1000, Abcam), anti-phospho-SMAD3 (#C25A9, 1:1000, Cell Signaling), anti-SMAD3 (#9513, 1:1000, Cell Signaling), anti-MYOG (#sc-12732, 1:500, Santa-Cruz), anti-MHC (#sc-32732, 1:250, Santa-Cruz) anti-HSP60 (#611563, BD Biosciences), anti-phospho-NF-κB (#3037, 1:1000, Cell Signaling), anti-NF-κB (#ab52175, 1:500, Abcam), anti-phospho-p38 MAPK (#9211, 1:1000, Cell Signaling), anti-p38 MAPK (#9212, 1:1000, Cell Signaling), and anti-β-actin (#A2228, 1:10,000, Sigma-Aldrich). Appropriate secondary antibodies (IgG-Fc Specific-Peroxidase) of mouse or rabbit origin (Sigma-Aldrich) were used.

### RNA sequencing (RNA-Seq) and quantitative real-time polymerase chain reaction (qPCR)

For RNA-Seq analysis, RNA was isolated from control (siScr) and siMCU cells in triplicates using Trizol. RNA purity and integrity were assessed with Nanodrop, agarose gel electrophoresis and Agilent 2100. Raw image data file from Illumina (HiSeq PE150) was transformed to Sequenced Reads by CASAVA base recognition and stored in FASTQ(fq) format. Raw reads were filtered in order to achieve clean reads using the following filtering conditions: reads without adaptors, reads containing number of base that cannot be determined below 10% and at least 50% bases of the reads having Qscore denoting Quality value ≤5. For mapping of the reads, STAR software was used. 1 M base was used as the sliding window for distribution of the mapped reads. For the analysis of differentially expressed genes, Gene Ontology (GO) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) analysis were done with corrected *p* value <0.05 as significant enrichment.

For qPCR analysis, total RNA was extracted using Trizol (Thermo Fisher Scientific) and quantified using Nanodrop. Messenger RNA (mRNA) was converted to a single-stranded complementary DNA (cDNA) using iScript cDNA Synthesis Kit (Bio-Rad). qPCR was performed using Lightcycler 480 SYBR Green 1 Master Kit (Roche). PCR amplification was performed as follows: 95 °C 5 min, followed by 95 °C for 10 s, annealing at 60 °C for 10 s, and 45 cycles at 72 °C for 10 s. Light Cycler 480 software (version 1.3.0.0705) was used for analysis. CT values of samples were normalised to internal control GAPDH to obtain delta CT (ΔCT). Relative expression was calculated by 2^−ΔCT^ equation. qPCR was done using technical triplicates and at least three independent biological replicates were done for each analysis. Representative data is shown. Primer sequences can be found in Supplementary Table 1. RNA-Seq data has been deposited in GEO under the accession number GSE173200.

### Proliferation and differentiation assays

Proliferation and differentiation were analysed as described [68, 69]. Briefly, proliferation was measured using 5-bromo-2’-deoxy-uridine (BrdU) labelling (Roche, Basel, Switzerland). Cells were pulsed with 10 μM BrdU, fixed and incubated with anti-BrdU antibody (1:100) followed by anti-mouse Ig-fluorescein antibody (1:200) and mounted onto a glass slide using DAPI (Vectashield, Vector Laboratories, CA, USA). Images were captured using fluorescence microscope BX53 (Olympus Corporation, Shinjuku, Tokyo, Japan) at ×40 magnification.

For differentiation, cells were cultured in differentiation media consisting of either basal DMEM or RPMI 1640 with 2% Horse Serum (HyClone, Cytiva, U.S.) for 2–5 days. Cells were incubated with anti-MHC primary antibody (MHC; R&D Systems, Minneapolis, MN, USA) (1:400) followed by secondary goat anti-Mouse IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568 (Thermo Fisher scientific). Coverslips were mounted with DAPI (Vectashield, Vector Laboratories, CA, USA) and imaged with BX53 microscope (Olympus Corporation) at ×40 magnification.

### Migration and invasion assay

Migratory and invasive capacity were assessed as described [68, 69] with Boyden chamber (Greiner Bio-One). Briefly, cells were serum deprived for at least 12 h and seeded at a density of 50,000 cell per well in serum-free media. In all, 10% FBS-containing media was added to the lower chamber. The inserts were stained with crystal violet after 24 h and imaged at ×10 magnification. The invasive capacity of the cells was determined similarly using inserts coated with matrigel (Bio Lab) and cells were seeded at a density of 70,000 cells per insert.

### Mouse xenograft experiments

Six-week-old C.Cg/AnNTac-Foxn1^nu^NE9 female BALB/c nude mice (InVivos, Singapore) were injected subcutaneously in the right flank with either shScr or shMCU RD cells (10^6^ cells per mice). 7 mice were used randomly in each group. The number of mice per group was determined using power analysis assuming 5% significance level and 80% statistical power with 10% attrition rate. Tumour onset and growth were monitored every alternate day. Tumour diameter was measured, and volume was calculated using the following formula: *V* = (*L* × *W* × *W*)/2, where *V* = tumour volume, *L* = tumour length, *W* = tumour width. Resected tumours were used to prepare tumour lysates for western blot analysis or fixed with formalin for histopathological analysis. No blinding was done for the analysis. All animal procedures were approved by the Institutional Animal Care and Use Committee under the protocol number R19-0890.

### Immunohistochemistry (IHC)

Paraffin sections of 6 archival primary ERMS tumours from KK Women’s and Children Hospital in Singapore were analysed by IHC using anti-MCU antibody (1:50, Sigma-Aldrich). Following Institutional Review Board approval (CIRB 2014/20179), specimens were obtained from patients at KK Women’s and Children Hospital who were recruited prospectively, with written parental consent and child assent obtained. TMA (SO2082b), comprising of 27 ERMS tumour specimens, 24 ARMS tumour specimens and 8 striated muscle tissue, was purchased from US Biomax, Inc. and analysed by IHC using anti-MCU antibody (1:50, Sigma-Aldrich) following the manufacturer’s protocol. Paraffin sections from mouse xenografts were stained with haematoxylin and eosin and analysed by IHC as described [68, 69]. Sections were incubated overnight at 4 °C with anti-MCU (1:50, Sigma-Aldrich), anti-Ki67 (1:100, Santa Cruz Biotechnology), anti-MCAM (1:200, Proteintech), anti-SNAI2 (1:100, Proteintech), anti-active caspase 3 (1:200, Cell Signaling), anti-MHC (1:200, Santa Cruz Biotechnology) antibodies using Dako REAL EnVIsion-HPR, Rabbit-Mouse kit (Dako, Denmark). Sections were counterstained with haematoxylin (Sigma-Aldrich). Slides were dehydrated and mounted using DPX (Sigma-Aldrich) and imaged using BX53 Olympus microscope at ×40 magnification.

### Statistical analysis

For statistical analysis, two-tailed non-parametric unpaired *t* test was used to evaluate the significance between data sets with the use of GraphPad prism 9.0 software. For animal xenograft experiment and rescue experiments, one-way analysis of variance test (ANOVA) with appropriate correction was performed with the GraphPad prism 9.0 software. Each experiment was performed at least thrice as independent biological replicates. Each independent experiment had three technical replicates with the exception of migration and invasion assay which had two technical replicates each. All technical replicates were plotted on the scatter plots. Standard error of mean was calculated for all data sets and a *p* value <0.05 was considered statistically significant.

## Supplementary information

Supplementary data

Checklist

Original Data File

Original Data File

Original Data File

Original Data File

## Data Availability

The RNA-seq data have been deposited in GEO under the accession number GSE173200 and can be viewed with the token: gbexwwkifjgrdip.

# Supplementary material for: Mitochondrial calcium uptake regulates tumour progression in embryonal rhabdomyosarcoma
**Source:** Cell Death Dis. 2022 Apr 30;13(4):419. doi: 10.1038/s41419-022-04835-4
**Supplement:** Supplementary file 1 — Supplementary data

## **Supplementary Figure Legends**

### **Supplementary Fig. 1: MCU is overexpressed in ERMS patient tumours**

TMA consisting of 8 normal skeletal muscle samples, 24 ARMS and 27 ERMS patient tumour specimens was analysed by IHC using anti-MCU antibody. Images were taken at 40X magnification. Inset shows 3X zoomed in image. Scale bar: 50µm.

### **Supplementary Fig. 2: MCU regulates mitochondrial functions in JR1 cell line**

**A** Western blot analysis showed significant downregulation of MCU expression in transient MCU knockdown JR1 cells with no change in HSP60 expression.  $\beta$ -actin was used as loading control. The western blot is representative of 3 independent experiments. **B** Basal and maximal mitochondrial  $\text{Ca}^{2+}$  uptake upon induction with 100µM histamine using Rhod2-AM staining is shown in control and siMCU cells (n=3). Values correspond to the average  $\pm$  SEM. **C** MitoSOX Red staining of siMCU in comparison to siScr is shown (n=3). Values correspond to average  $\pm$  SEM. **D** OCR was measured in siMCU cells compared to siScr cells. O: Oligomycin, FCCP: Carbonyl cyanide-4-(trifluoromethoxy)-phenylhydrazone, AA+R: Antimycin A and Rotenone were added accordingly. Values correspond to average  $\pm$  SEM (n=3). **E** Basal and maximal respiration rate, along with ATP-linked respiration in siScr and siMCU cells were shown. Values correspond to average  $\pm$  SEM (n=3). Two-tailed non-parametric unpaired t-test was performed for statistical analysis. ns = not significant, \*\*\*  $p \leq 0.001$ , \*\*\*\*  $p \leq 0.0001$ .

### **Supplementary Fig. 3. MCU regulates mitochondrial $\text{Ca}^{2+}$ , mROS, TGF $\beta$ signalling and proliferation in myoblasts**

**A** Western blot analysis showed significant upregulation of MCU expression in transient MCU overexpressing C2C12 cells. The western blot is representative of 3 independent experiments. **B** Basal and maximal mitochondrial  $\text{Ca}^{2+}$  uptake upon induction with 100µM histamine using Rhod2-AM staining is shown in control (pCMV) and MCU overexpressing (pMCU) cells (n=3). Values correspond to the average  $\pm$  SEM. **C** MitoSOX Red staining of pMCU in comparison

to pCMV is shown (n=3). Values correspond to average  $\pm$  SEM. **D** pCMV and pMCU cells were transfected with the p3TP-Lux and analysed for luciferase activity 48hr later. The values correspond to average  $\pm$  SEM (n=2). **E** BrdU assay to examine proliferation in pCMV and pMCU cells. BrdU<sup>+</sup> cells were analysed by immunofluorescence (n=5). Images are representative of 5 independent experiments. Scale bar: 50 $\mu$ m. The scatter plot shows the percentage of BrdU<sup>+</sup> cells in pMCU cells relative to control cells. The values correspond to average  $\pm$  SEM. Two-tailed non-parametric unpaired t-test was performed for statistical analysis. ns = not significant, \*\*\*\*  $p \leq 0.0001$ .

#### **Supplementary Fig. 4: MCU knockdown inhibits proliferation**

**A.** Proliferation was analysed in siScr and siMCU RD cells using BrdU assay. Cells were analysed by immunofluorescence (n=3). Images are representative of 3 independent experiments. Scale bar: 50 $\mu$ m. The scatter plot shows the percentage of BrdU<sup>+</sup> cells in siMCU cells relative to controls. The values correspond to average  $\pm$  SEM. **B.** Proliferation was analysed in siScr and siMCU RD18 cells (n=3). Scale bar: 50 $\mu$ m. The scatter plot shows the percentage of BrdU<sup>+</sup> cells. The values correspond to average  $\pm$  SEM. **C.** Proliferation was analysed in siScr and siMCU JR1 cells (n=3). Scale bar: 50 $\mu$ m. The scatter plot shows the percentage of BrdU<sup>+</sup> cells. The values correspond to average  $\pm$  SEM. **D.** Proliferation was analysed in siScr and siMCU RH36 cells (n=3). Scale bar: 50 $\mu$ m. The scatter plot shows the percentage of BrdU<sup>+</sup> cells. The values correspond to average  $\pm$  SEM. Two-tailed non-parametric unpaired t-test was performed for statistical analysis. \*\*\*  $p \leq 0.001$ , \*\*\*\*  $p \leq 0.0001$ .

#### **Supplementary Fig. 5: MCU knockdown promotes differentiation**

**A** Control siScr and siMCU RD cells were cultured for 5 days in differentiation medium. Cells were analysed by immunofluorescence using anti-MHC antibody. Nuclei were stained with DAPI. Representative images of 3 independent experiments are shown. Scale bar: 50 $\mu$ m. The scatter plot shows the percentage of MHC<sup>+</sup> cells. The values correspond to average  $\pm$  SEM. **B** Control siScr and siMCU RD18 cells analyzed after 5 days in differentiation medium using

anti-MHC antibody (n=3). Scale bar: 50µm. The scatter plot shows the percentage of MHC<sup>+</sup> cells. The values correspond to average ± SEM. **C** Control siScr and siMCU JR1 cells were differentiated for 5 days in differentiation medium. (n=3). Scale bar: 50µm. The scatter plot shows the percentage of MHC<sup>+</sup> cells. The values correspond to average ± SEM. **D** Control siScr and siMCU RH36 cells were differentiated for 5 days in differentiation medium. (n=3). Scale bar: 50µm. The scatter plot shows the percentage of MHC<sup>+</sup> cells. The values correspond to average ± SEM. Two-tailed non-parametric unpaired t-test was performed for statistical analysis. \*\*\*\*  $p \leq 0.0001$ .

#### **Supplementary Fig. 6. MCU knockdown inhibits motility**

**A.** Migration of control RD and siMCU cells was observed after 24hr by crystal violet staining. Images are representative of 4 independent experiments. Scale bar: 200µm. The relative percentage of migrated cells were quantified in the scatter plot and the values correspond to average ± SEM. **B** Migration of control and siMCU RD18 cells was analysed after 40hr by crystal violet staining (n=4). The scatter plot shows the percentage of migrated cells and the values correspond to average ± SEM. **C** Migration of control and siMCU JR1 cells after 24hr was assessed by crystal violet staining (n=4). Scale bar: 200µm. The relative percentage of migrated cells were quantified in the scatter plot and the values correspond to average ± SEM. **D** Migration of control and siMCU RH36 cells after 24hr was assessed by crystal violet staining (n=3). Scale bar: 200µm. The relative percentage of migrated cells were quantified in the scatter plot and the values correspond to average ± SEM. Two-tailed non-parametric unpaired t-test was performed for statistical analysis. \*\*\*\*  $p \leq 0.0001$ .

#### **Supplementary Fig. 7: MCU knockdown does not affect oncogenic phenotypes in RH30 cells. Minimal TGFβ pathway activation in ARMS cells**

**A** Western blot analysis showed significant downregulation of MCU expression in transient MCU knockdown RH30 cells. β-actin was used as loading control. The western blot is representative of 3 independent experiments. **B-C** BrdU assay to examine proliferation in siScr

and siMCU cells. BrdU<sup>+</sup> cells were analysed by immunofluorescence (n=3). Images are representative of 3 independent experiments. Scale bar: 50µm. The scatter plot shows the percentage of BrdU<sup>+</sup> cells in siMCU cells relative to controls. The values correspond to average  $\pm$  SEM. **D** Control siScr and siMCU cells were cultured for 3 days in differentiation medium and analysed by immunofluorescence using anti-MHC antibody. Nuclei were stained with DAPI. Representative images of 3 independent experiments are shown. Scale bar: 50µm. The scatter plot shows the percentage of MHC<sup>+</sup> cells in siMCU cells relative to controls. The values correspond to average  $\pm$  SEM. **E** MYOG level was analysed in control and siMCU cells by western blot analysis at Day 2 in differentiation medium. The western blot is representative of 3 independent experiments. **F-G** Boyden chamber migration assay of control and siMCU cells. Migrated cells were observed after 24hr using crystal violet staining. Images are representative of 3 independent experiments. Scale bar: 200µm. The relative percentage of migrated cells were quantified in the scatter plot and the values correspond to average  $\pm$  SEM. **F** Western blot analysis of TGF $\beta$  pathway activation in HSMM, RD, RH30 and RH41 cells using p-SMAD3 and SMAD3 antibodies.  $\beta$ -actin was used as loading control. A representative western blot from 3 independent experiments is shown. Two-tailed non-parametric unpaired t-test was performed for statistical analysis. ns = not significant.

### **Supplementary Fig. 8: RNA sequencing analysis and downstream transcriptional targets of TGF $\beta$ signalling**

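Supplementary Fig. 8A-B holds 40 different genes, 31 listed as down and 9 as up regulated. All 40 moved in the listed direction in the counts and all passed an adjusted p under 0.05 from edgeR (40 when adjusted over the list alone), with changes of up to 2.32-fold. Because the study selected them as changed on these same libraries, they are not independent evidence. WTIP, a LIM domain protein, rose from 48.6 ± 10.6 CPM in siScr to 88.0 ± 10.5 CPM in siMCU cells (SD, n = 3 each), a log2 fold change of 0.85 (standard error 0.12, adjusted p = 9.77e-05 from edgeR). ALX4, a homeobox factor, had a log2 fold change of 0.55, the forkhead factor FOXO3 of 0.47, the LIM protein FHL1 of 0.41, the phosphatase CTDSP2 of 0.41, the cell cycle inhibitor CDKN1C of 0.45 and the cytokine signalling suppressor SOCS1 of 0.31. PSMB5, a catalytic subunit of the proteasome, fell from 185 ± 5.79 to 127 ± 5.40 CPM (SD, n = 3 each), a log2 fold change of -0.55 (standard error 0.047, adjusted p = 8.23e-07 from edgeR). The splicing factor PLRG1 (-0.48), the kinases UHMK1 (-0.45) and RPS6KB1 (-0.42) and the ubiquitin-conjugating enzyme UBE2D1 (-0.35) were lower, again as log2 fold changes. By edgeR's adjusted p, the call of SOCS1 was lost without siScr replicate 3 (0.0695), siMCU replicate 2 (0.140) or siMCU replicate 3 (0.139) and that of CDKN1C without siMCU replicate 2 (0.102). SOCS1 overlaps RMI2. The listed down regulated genes carry CATTACA in the 3′ untranslated region in 10 of 31 cases, and none of the 9 up regulated genes does. Of all lower genes searched, 23.8% carry it, and of those lower by at least 1.5-fold 31.2%.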

**A-B** Selected gene lists of up and down regulated genes in the top 5 significantly enriched GO analysis (**A**) and KEGG pathway analysis (**B**). **C** qPCR validation of myostatin (*MSTN*) and Hairy/enhancer-of-split related with YRPW motif protein 2 (*HEY2*) in control and siMCU cells. The values correspond to average  $\pm$  SEM (n=3). **D** qPCR validation of top 3 differentially regulated integrins, *ITGB3*, *ITGA2* and *ITGA7* in control shScr and shMCU cells. The values correspond to average  $\pm$  SEM (n=3). **E** qPCR validation of latent transforming growth factor beta binding protein 2 (*LTBP2*), *LTBP4*, matrix metalloproteinase 16 (*MMP16*), Metalloproteinase inhibitor 3 (*TIMP3*) and serpin family E member 1 (*SERPINE1*) in control

shScr and shMCU cells. The values correspond to average  $\pm$  SEM (n=3). Two-tailed non-parametric unpaired t-test was performed for statistical analysis. \*\*\*  $p \leq 0.001$ , \*\*\*\*  $p \leq 0.0001$ .

### **Supplementary Fig. 9: mROS regulated TGF $\beta$ signalling through NF $\kappa$ B/p38 MAPK pathway**

**A** shScr and shMCU RD cells were treated with DMSO, mitoTEMPO (mT) or antimycin A (AA) for 48hr. *TGF $\beta$ 1*, *TGF $\beta$ R1* and *TGF $\beta$ R2* mRNA expression were significantly reduced in mitoTEMPO treated shScr cells similar to shMCU cells. Treatment of shMCU cells with antimycin A rescued mRNA expression of *TGF $\beta$ 1*, *TGF $\beta$ R1* and *TGF $\beta$ R2* to comparable levels as shScr cells. The values correspond to average  $\pm$  SEM (n=3). **B** p-NF $\kappa$ B, NF $\kappa$ B, p-p38 MAPK and p38 MAPK levels were examined by western blot analysis in shScr and shMCU cells treated with mT and AA. Representative images of 3 independent experiments are shown. One-way ANOVA test with appropriate correction was performed for statistical analysis. ns = not significant, \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , \*\*\*\*  $p \leq 0.0001$ .

### **Supplementary Table Legend**

**Supplementary Table 1:** Primer sequences used for qPCR.

Supplementary Fig. 1

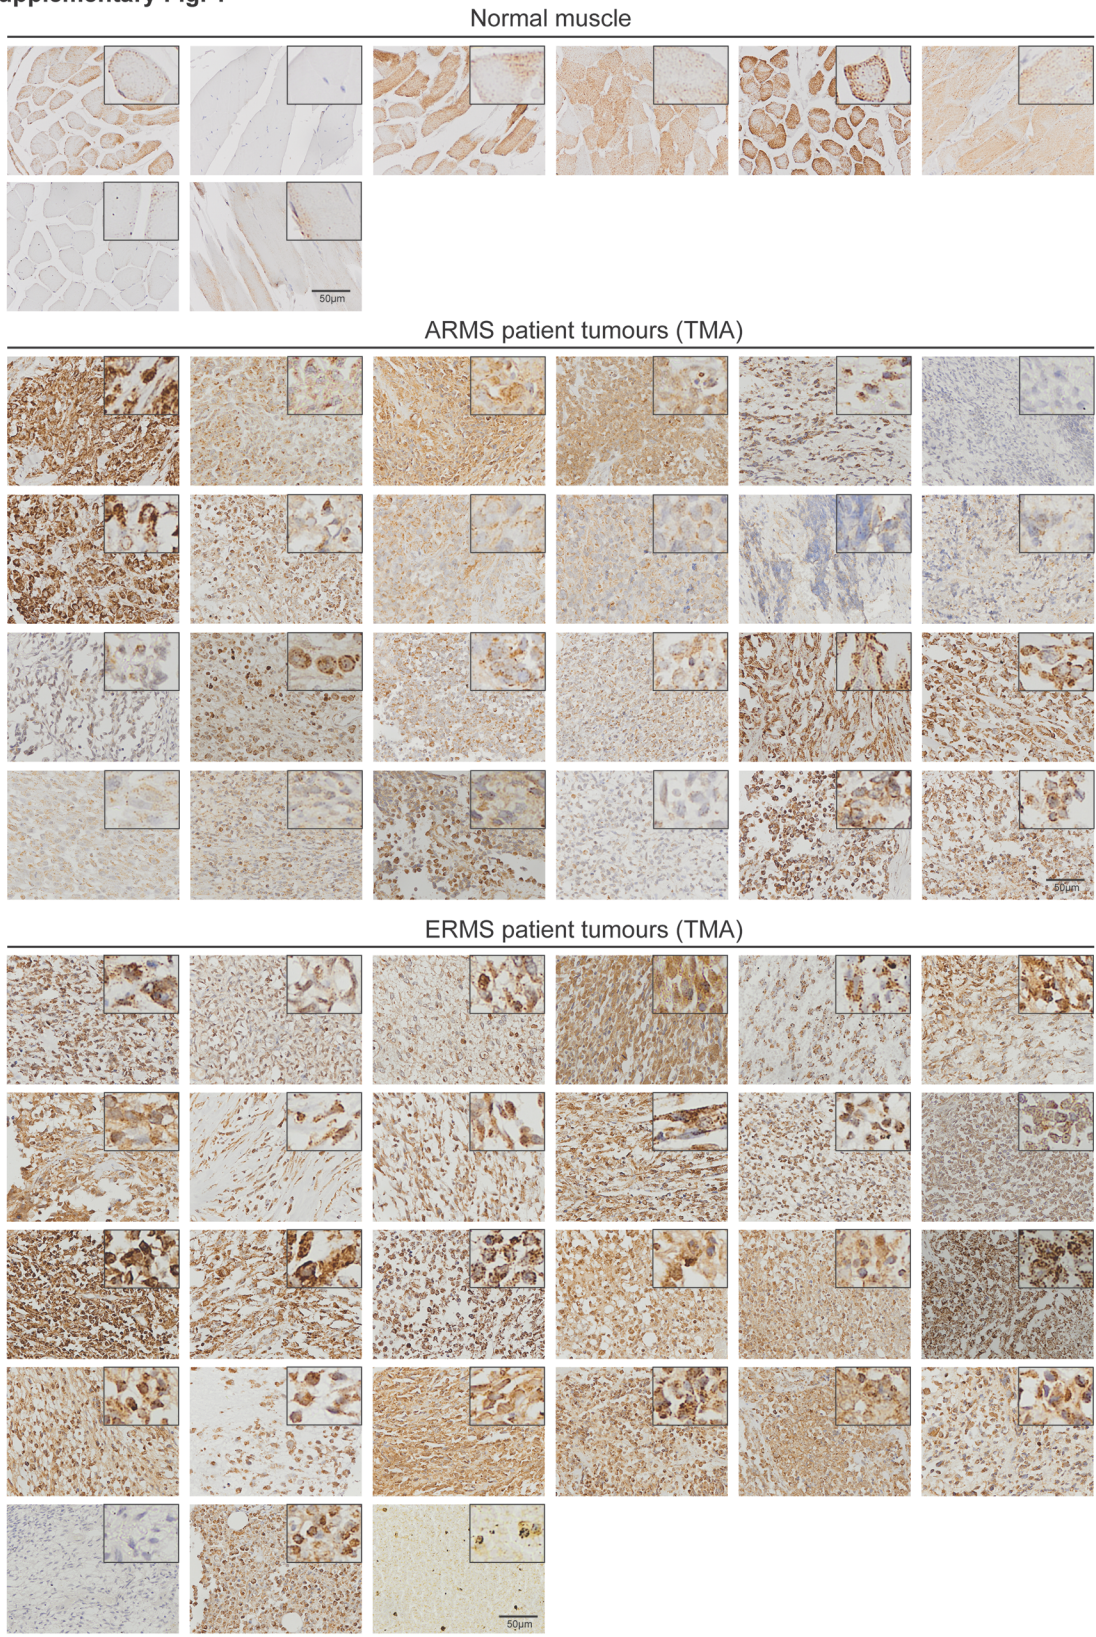

## Supplementary Fig. 2

Cell line: JR1

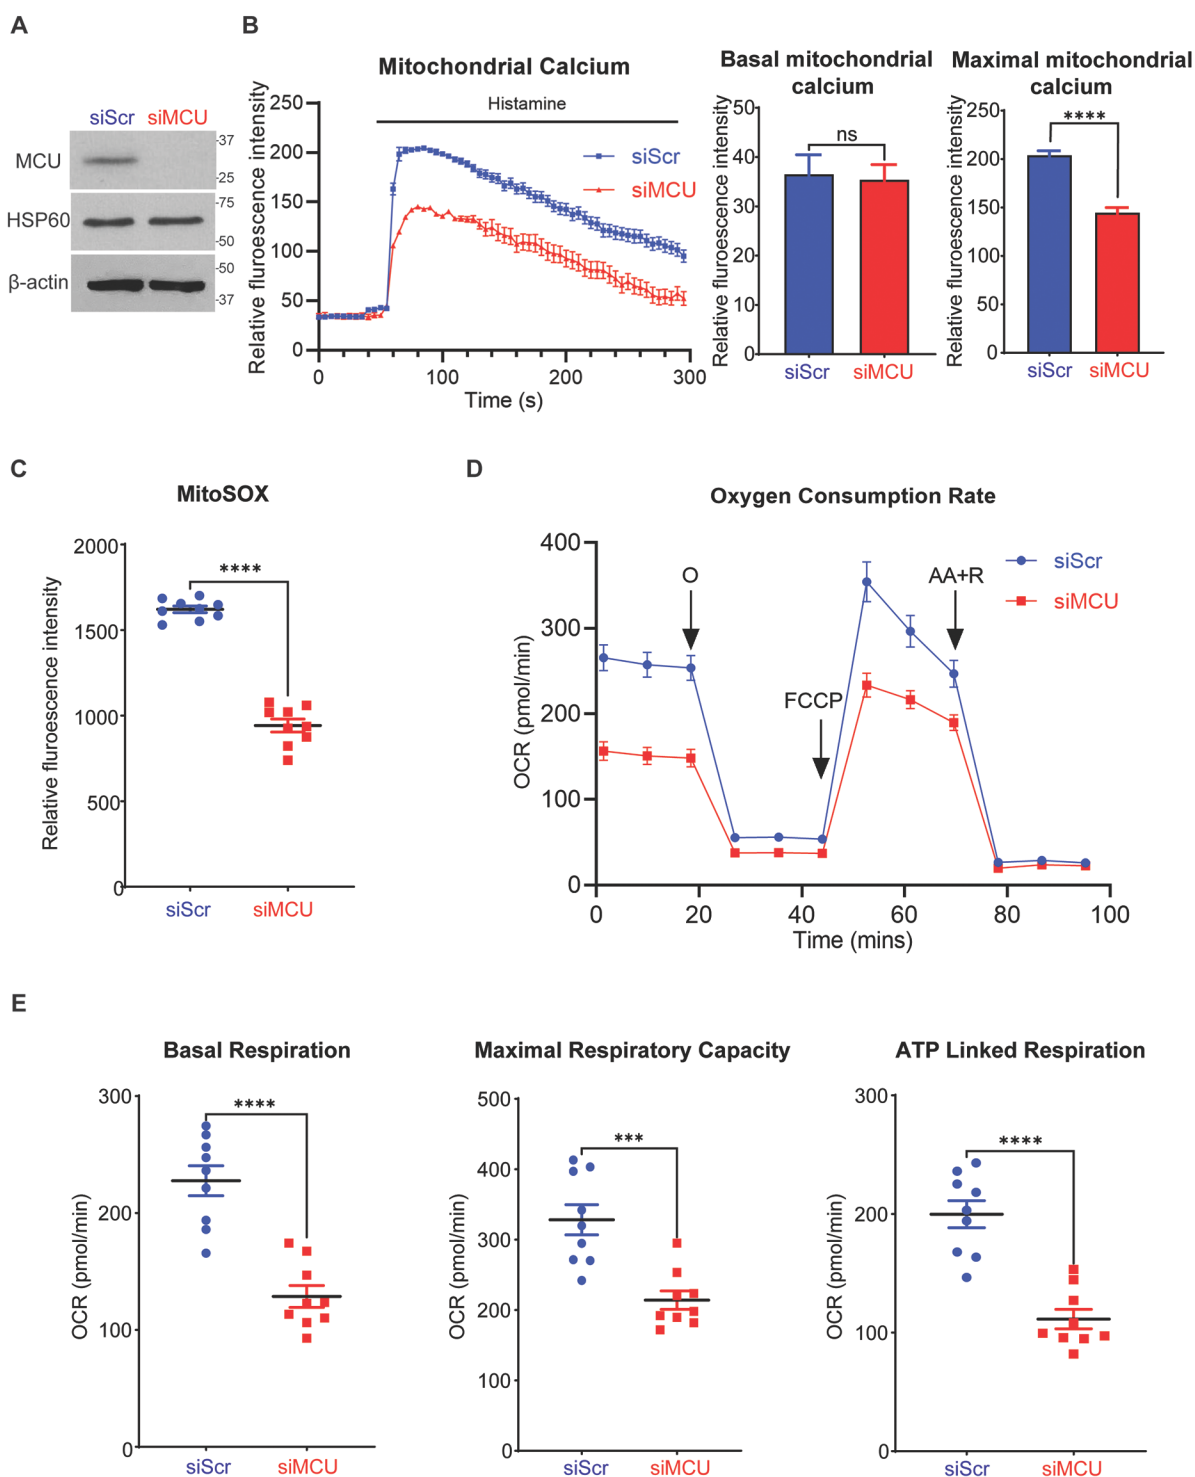

**Supplementary Fig. 3**

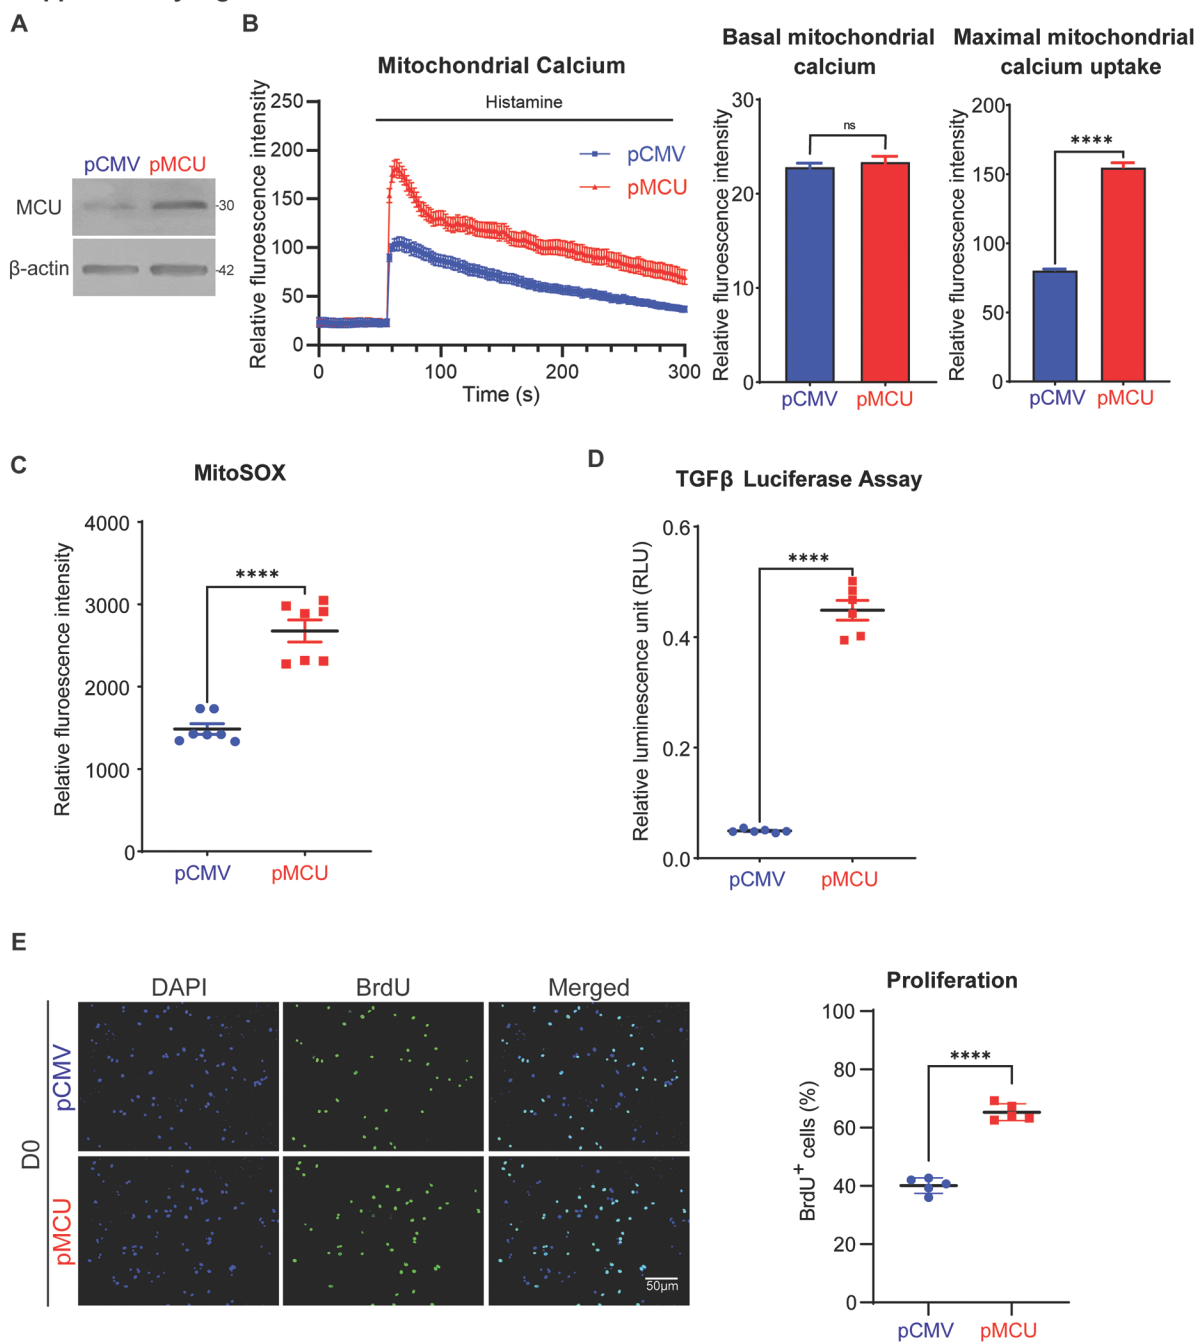

Supplementary Fig. 4

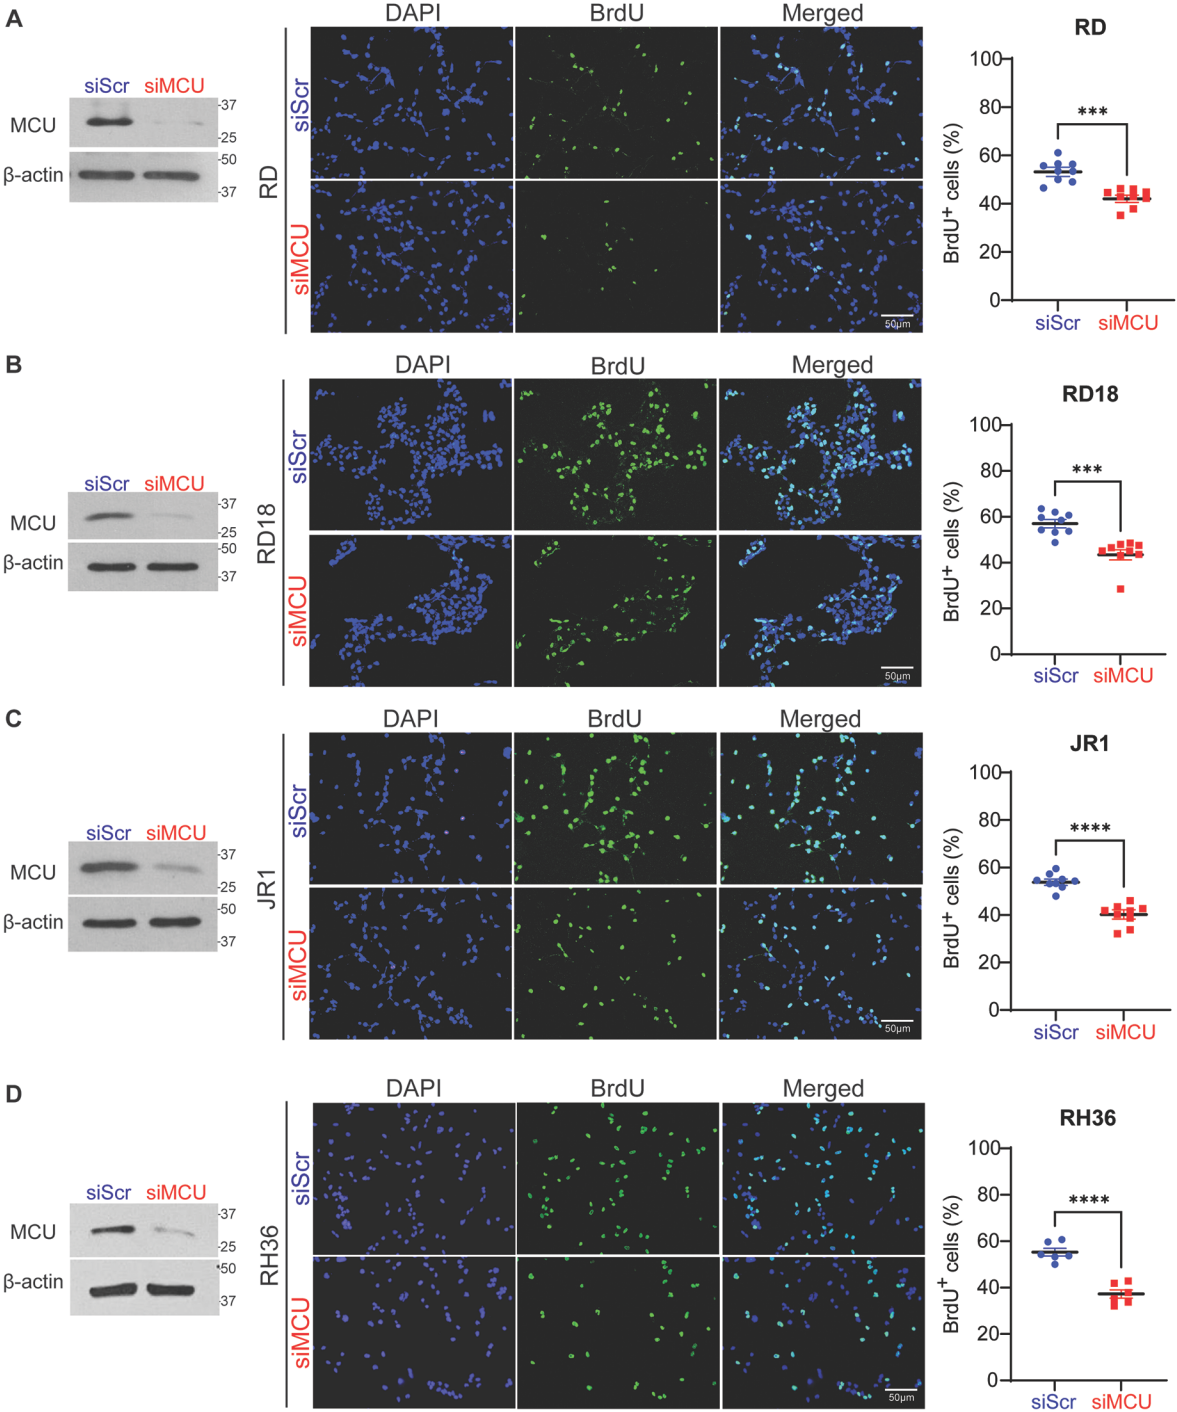

Supplementary Fig. 5

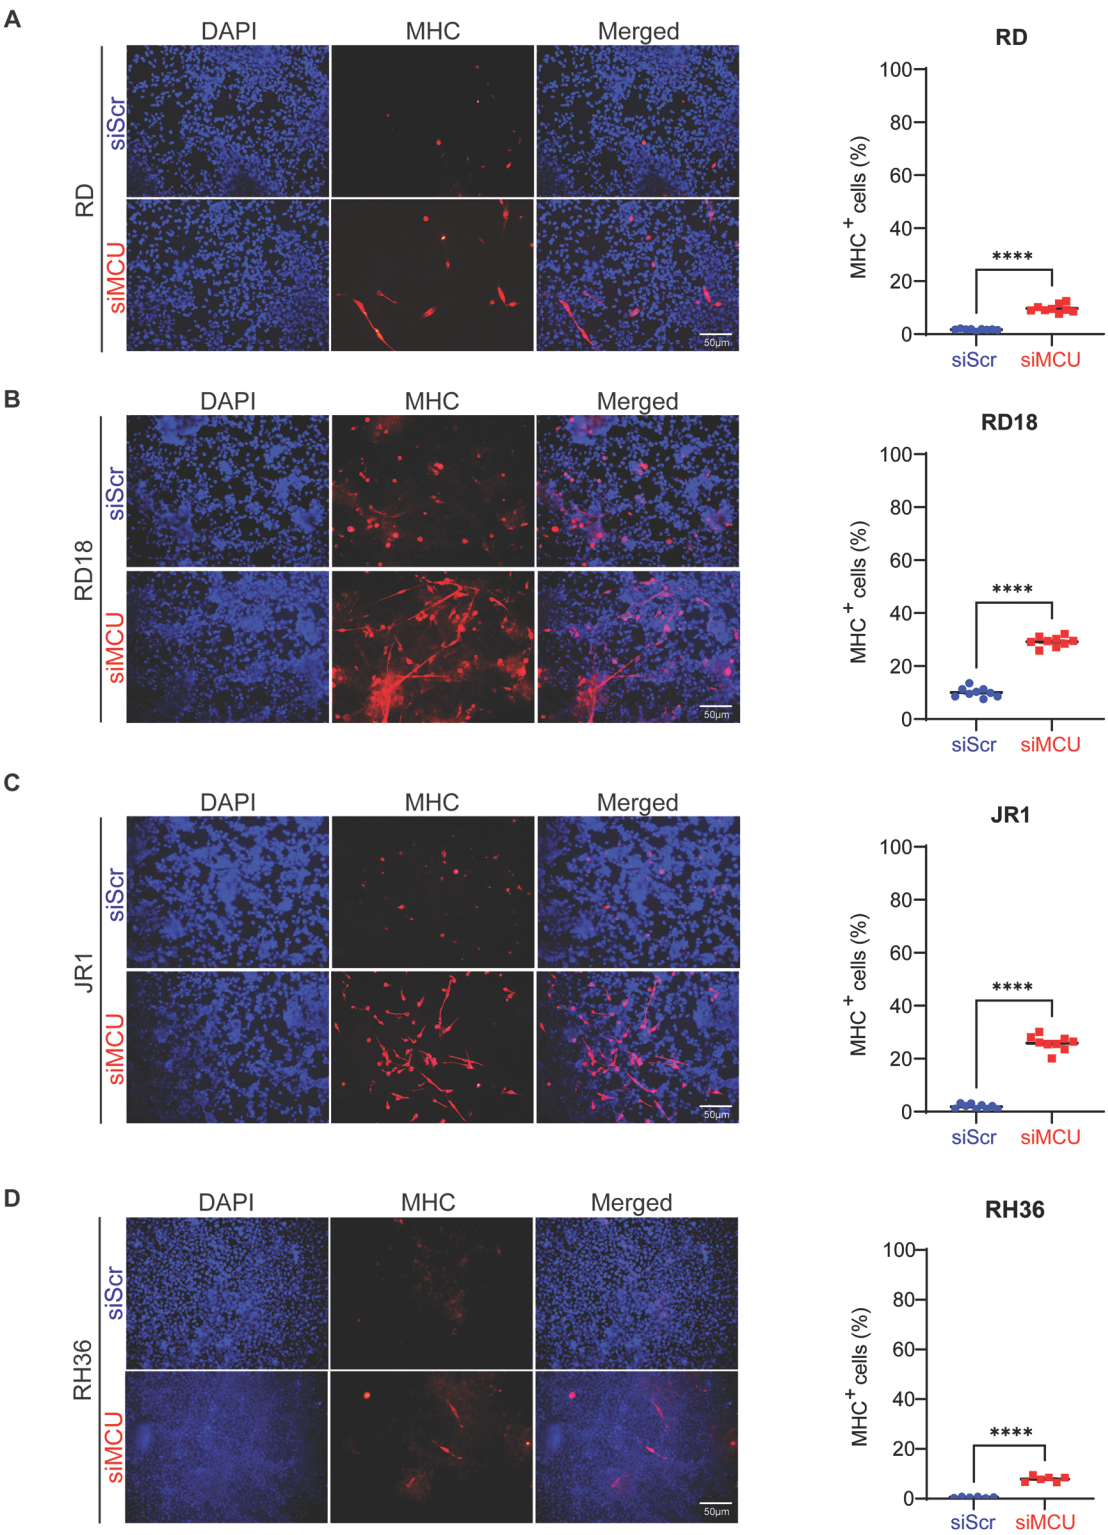

Supplementary Fig. 6

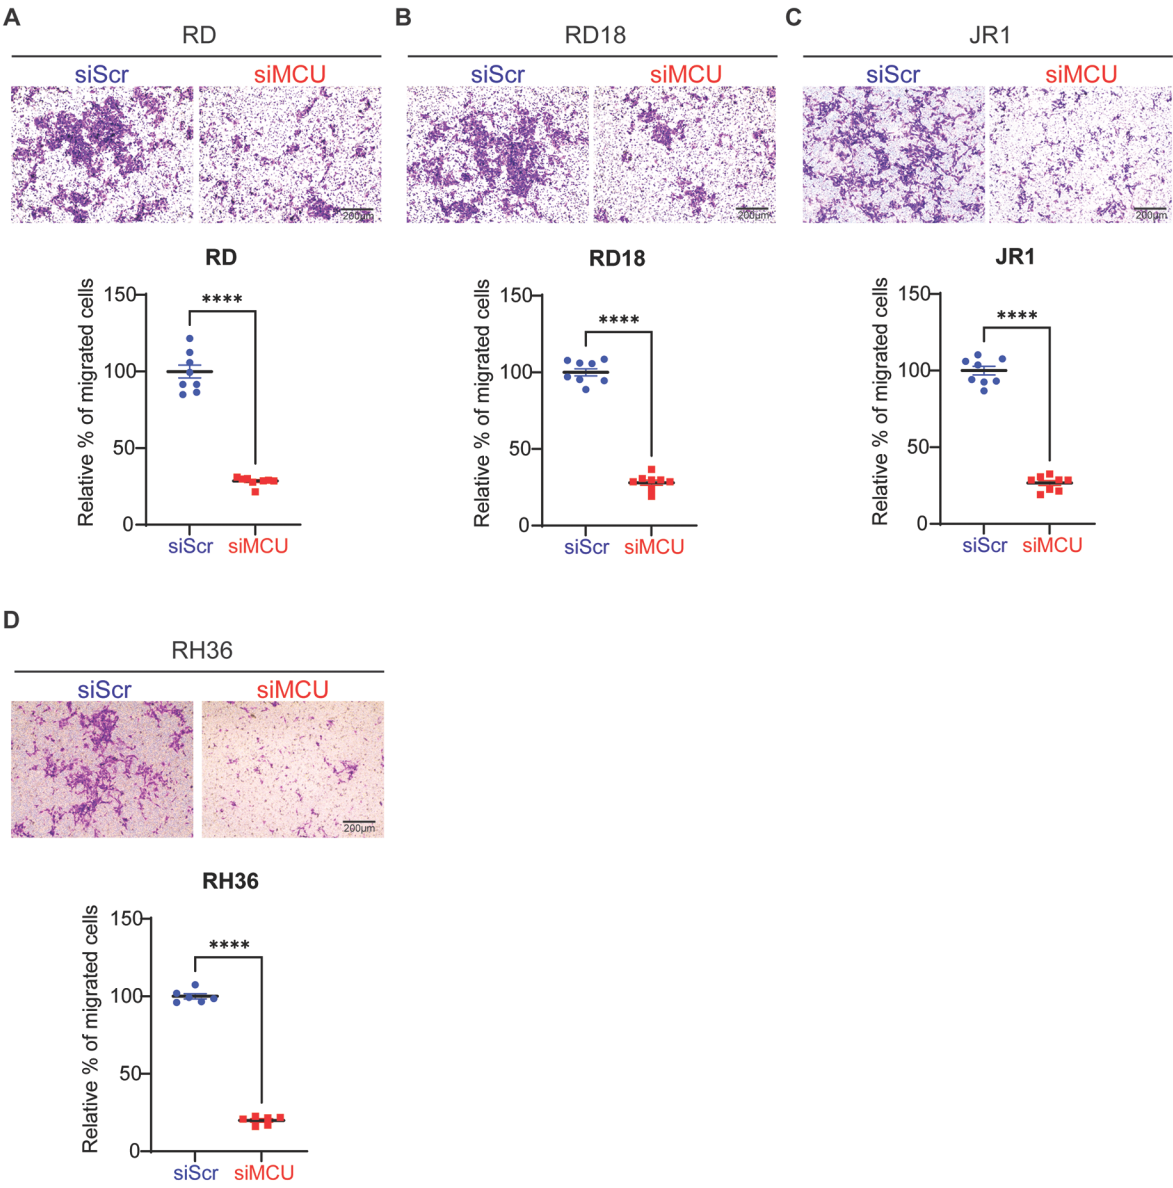

Supplementary Fig. 7  
Cell line: RH30

A

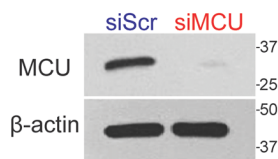

B

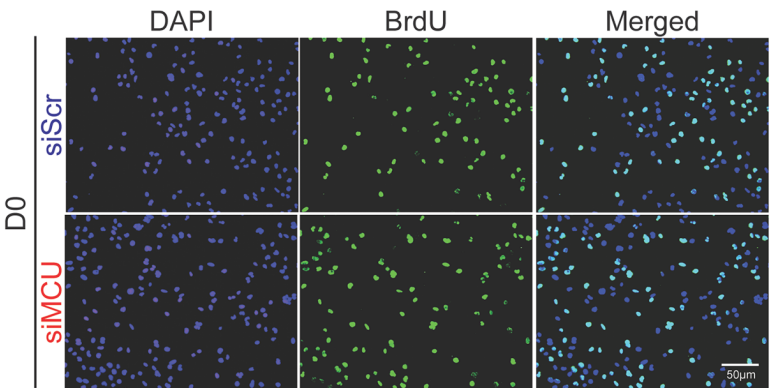

C

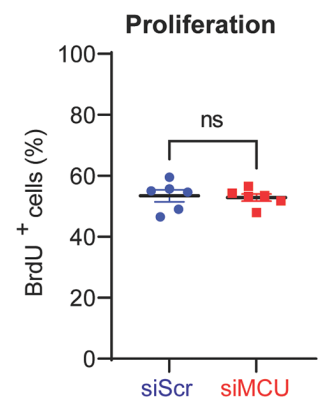

D

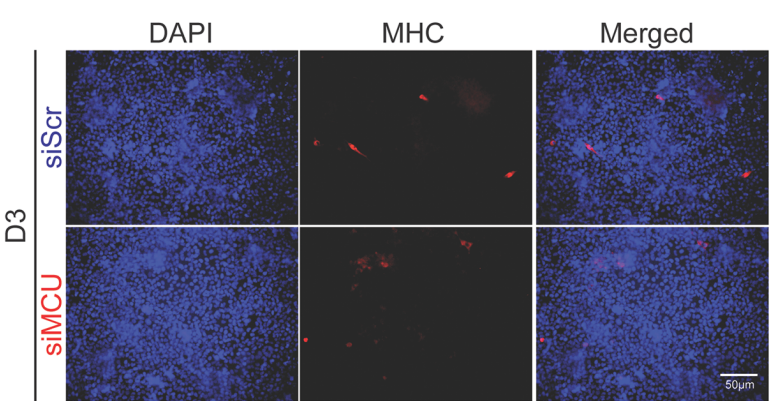

E

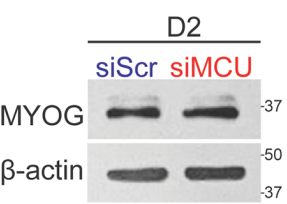

F

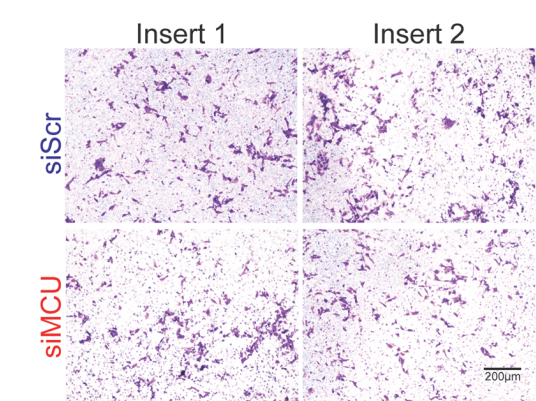

G

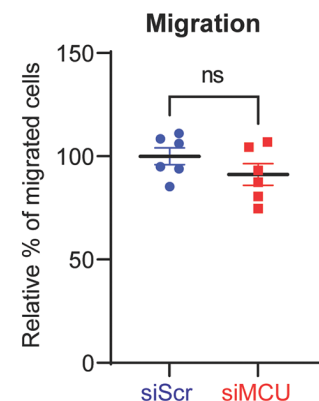

H

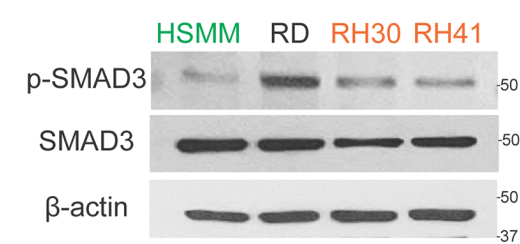

**Supplementary Fig. 8**

**A**

| GO                                                | Regulation    | Gene    | Fold Change | p-adjusted |
|---------------------------------------------------|---------------|---------|-------------|------------|
| Skeletal system development                       | Upregulated   | OSR1    | 1.604707108 | 9.6811E-07 |
|                                                   | Downregulated | TGFBR1  | 1.726631244 | 2.7398E-40 |
|                                                   | Downregulated | CD44    | 1.579962153 | 1.1202E-36 |
|                                                   | Downregulated | IGF2    | 1.346645392 | 8.7989E-11 |
|                                                   | Downregulated | MMP16   | 1.292397621 | 0.0064157  |
| Posttranscriptional regulation of gene expression | Upregulated   | WTIP    | 1.438225605 | 0.00066918 |
|                                                   | Upregulated   | FOXO3   | 1.348382679 | 1.4375E-08 |
|                                                   | Downregulated | PSMB5   | 1.441459198 | 1.3374E-22 |
|                                                   | Downregulated | UHMK1   | 1.347616502 | 5.7462E-14 |
|                                                   | Downregulated | RPS6KB1 | 1.308115564 | 7.8142E-06 |
| Focal adhesion                                    | Downregulated | ITGB3   | 1.821301794 | 2.599E-11  |
|                                                   | Downregulated | ITGA3   | 1.733947238 | 7.7612E-18 |
|                                                   | Downregulated | CD44    | 1.579962153 | 1.1202E-36 |
|                                                   | Downregulated | PLAUR   | 1.465842399 | 7.7792E-18 |
|                                                   | Downregulated | MCAM    | 1.303915157 | 3.3454E-08 |
| Muscle organ development                          | Upregulated   | ALX4    | 1.417393168 | 1.127E-09  |
|                                                   | Downregulated | TGFBR1  | 1.726631244 | 2.7398E-40 |
|                                                   | Downregulated | MSTN    | 1.618502955 | 1.1377E-08 |
|                                                   | Downregulated | HEY2    | 1.321979679 | 0.0034364  |
|                                                   | Downregulated | TGFBR2  | 1.276452631 | 1.1214E-10 |
| G1/S transition of mitotic cell cycle             | Upregulated   | CTDSP2  | 1.310902148 | 1.5814E-15 |
|                                                   | Upregulated   | FHL1    | 1.301386957 | 3.3303E-07 |
|                                                   | Downregulated | PLRG1   | 1.363098672 | 6.9134E-10 |
|                                                   | Downregulated | UBB     | 1.292926264 | 7.8137E-11 |
|                                                   | Downregulated | MCM3    | 1.274136638 | 3.7249E-11 |

**B**

| KEGG pathway                   | Regulation    | Gene    | Fold Change | p-adjusted |
|--------------------------------|---------------|---------|-------------|------------|
| Cell cycle                     | Upregulated   | CDKN1C  | 1.273571538 | 0.012849   |
|                                | Upregulated   | GADD45B | 1.263346164 | 0.0019176  |
|                                | Downregulated | MCM3    | 1.274136638 | 3.7249E-11 |
|                                | Downregulated | SKP2    | 1.270089356 | 4.2152E-10 |
|                                | Downregulated | CDC20   | 1.187921909 | 9.2334E-06 |
| Ubiquitin mediated proteolysis | Upregulated   | SOCS1   | 1.199913161 | 0.04024    |
|                                | Downregulated | UBE3C   | 1.406909959 | 5.2281E-24 |
|                                | Downregulated | UBE2S   | 1.278985581 | 1.5571E-08 |
|                                | Downregulated | SKP2    | 1.270089356 | 4.2152E-10 |
|                                | Downregulated | UBE2D1  | 1.245823766 | 0.00080786 |
| p53 signaling pathway          | Downregulated | GADD45A | 1.417383343 | 7.3239E-17 |
|                                | Downregulated | PMAIP1  | 1.370041885 | 6.1836E-16 |
|                                | Downregulated | APAF1   | 1.258704824 | 3.7482E-06 |
|                                | Downregulated | BID     | 1.154733555 | 0.011454   |
|                                | Downregulated | TP53    | 1.131102757 | 0.028018   |
| TGF-beta signaling pathway     | Downregulated | TGFBR1  | 1.726631244 | 2.7398E-40 |
|                                | Downregulated | THBS2   | 1.414752807 | 5.5299E-21 |
|                                | Downregulated | TGFBR2  | 1.276452631 | 1.1214E-10 |
|                                | Downregulated | TGFB1   | 1.226179338 | 0.046371   |
|                                | Downregulated | MAPK1   | 1.102508669 | 0.029257   |
| ECM-receptor interaction       | Downregulated | ITGB3   | 1.821301794 | 2.599E-11  |
|                                | Downregulated | ITGA3   | 1.733947238 | 7.7612E-18 |
|                                | Downregulated | CD44    | 1.579962153 | 1.1202E-36 |
|                                | Downregulated | THBS2   | 1.414752807 | 5.5299E-21 |
|                                | Downregulated | ITGA7   | 1.281692343 | 4.9904E-06 |

**C**

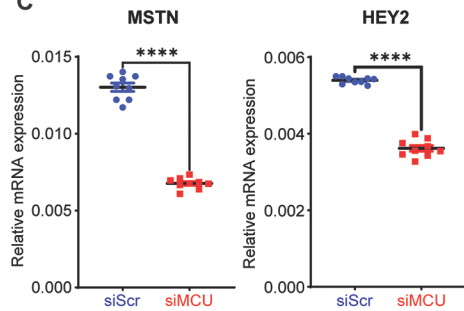

**D**

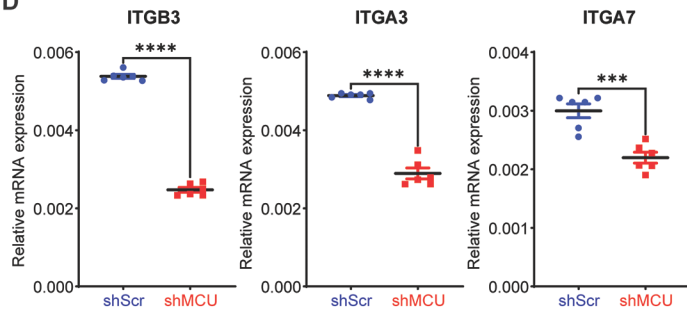

**E**

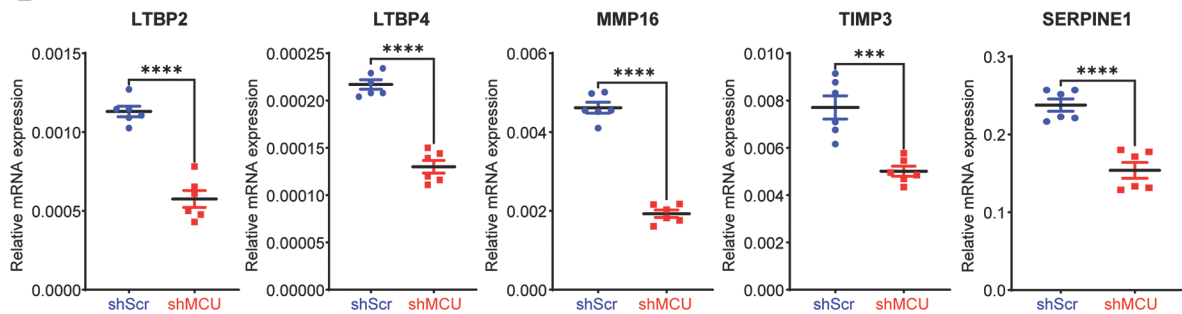

Supplementary Fig. 9

A

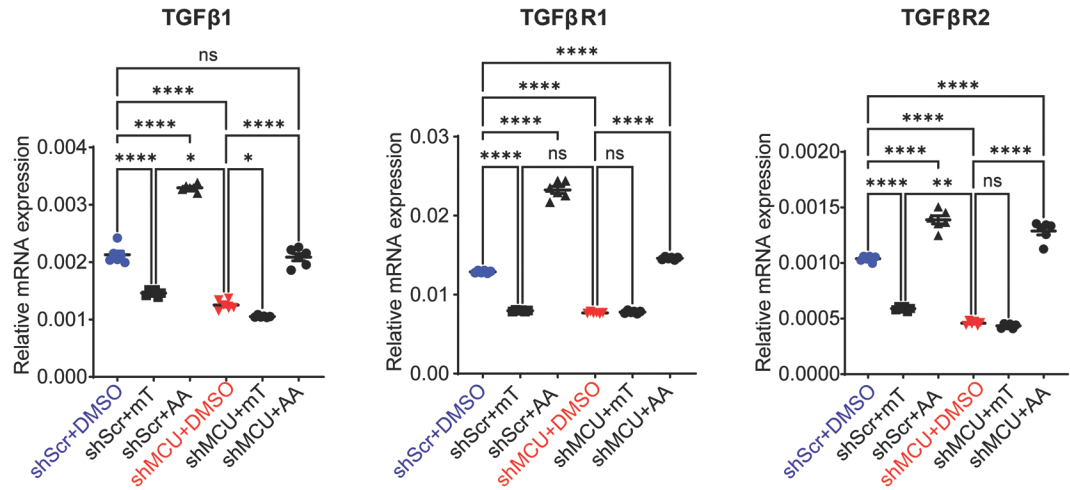

B

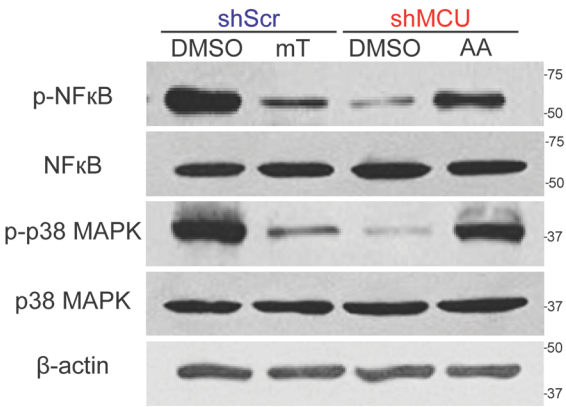

**Supplementary Table S1: Primer sequences used for q-PCR**

| Gene     | Forward sequence          | Reverse sequence          |
|----------|---------------------------|---------------------------|
| MCU      | GTCAGTTCACACTCAAGCCTAT    | TTGAAGCAGCAACGCGAACA      |
| TGFβ1    | GGAAATTGAGGGCTTTCGCC      | CCGGTAGTGAACCCGTTGAT      |
| TGFβR1   | GAACTTCCAACACTACTGGCCCT   | AATGACAGCTGCCAGTTCCA      |
| TGFβR2   | GCAGCGCTGAGTTGAAGTTG      | GAGGGAAGCTGCACAGGAG       |
| MSTN     | CAACGGTGCTAATACGATAGGC    | GAGGTGTAGGAAAATGCACCTG    |
| IGF2     | GCTGTTCGGTTTGCGACAC       | GGGATTCCCATTGGTGTCTGG     |
| FGFR4    | ACCCACGCCCACCAT           | TGCGGTTCTCCCCATGAA        |
| HEY2     | TTGAAGATGCTTCAGGCAACAGGG  | TCAGGTACCGCGCAACTTCTGTTA  |
| WNT2B    | AAAAGGGGCCAGGAGGATTC      | GCTGGCTCTTGCTTGCTTAC      |
| WNT5A    | GCCAGTATCAATTCCGACATCG    | TCACCGCGTATGTGAAGGC       |
| LTBP2    | CGGTGATTGAGAATGGCCAG      | GTATTCACACACTCCGCGTC      |
| LTBP4    | CGACATGCCAGACTTTGAGG      | ACCAGCATAGCTTCCACCTT      |
| MMP16    | AGCACTGGAAGACGGTTGG       | CTCCGTTCCGCAGACTGTA       |
| TIMP3    | TGCTCTCTGTCTCTTTTTTCAGCTT | CTACAGTGTGTTGTCTGCTGCTTTT |
| SERPINE1 | TCGAGGTGAACGAGAGTGGCA     | AAGGACTGTTCTGTGGGGTTGT    |
| ITGA3    | GCCTGCCAAGCTAATGAGAC      | ACCTGAAGGTCCCTTGTGTG      |
| ITGA7    | GCTGTGAAGTCCCTGGAAGTGATT  | GCATCTCGGAGCATCAAGTTCTT   |
| ITGB3    | CATCACCATCCACGACCGAA      | GTGCCCCGGTACGTGATATT      |

# Supplementary material for: Mitochondrial calcium uptake regulates tumour progression in embryonal rhabdomyosarcoma
**Source:** Cell Death Dis. 2022 Apr 30;13(4):419. doi: 10.1038/s41419-022-04835-4

Figure 1D

MSM RD RD18 JRI RH30 RH41

MCU

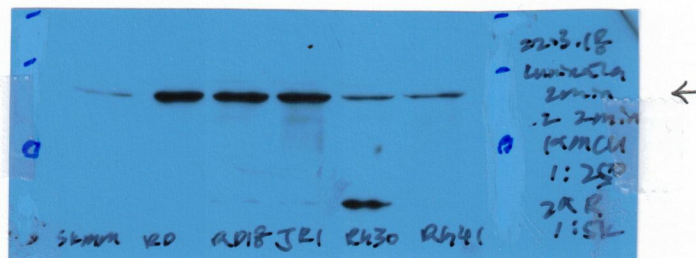

MCU1

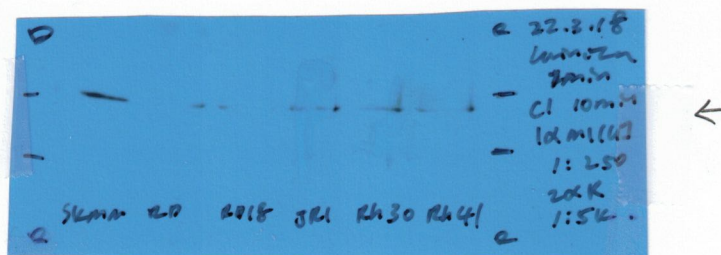

HSP-60

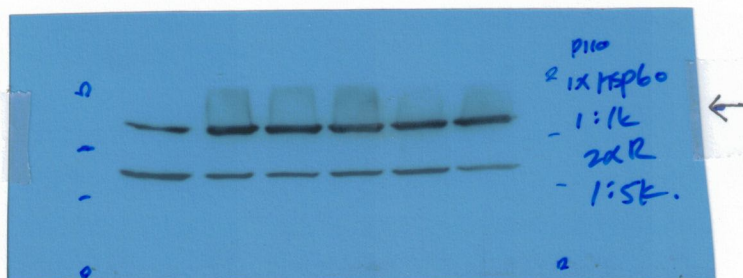

$\beta$ -actin

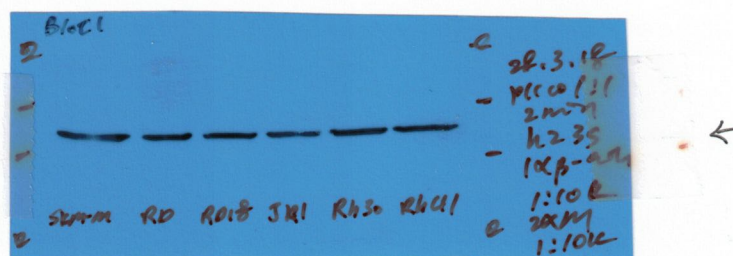

Figure 2A

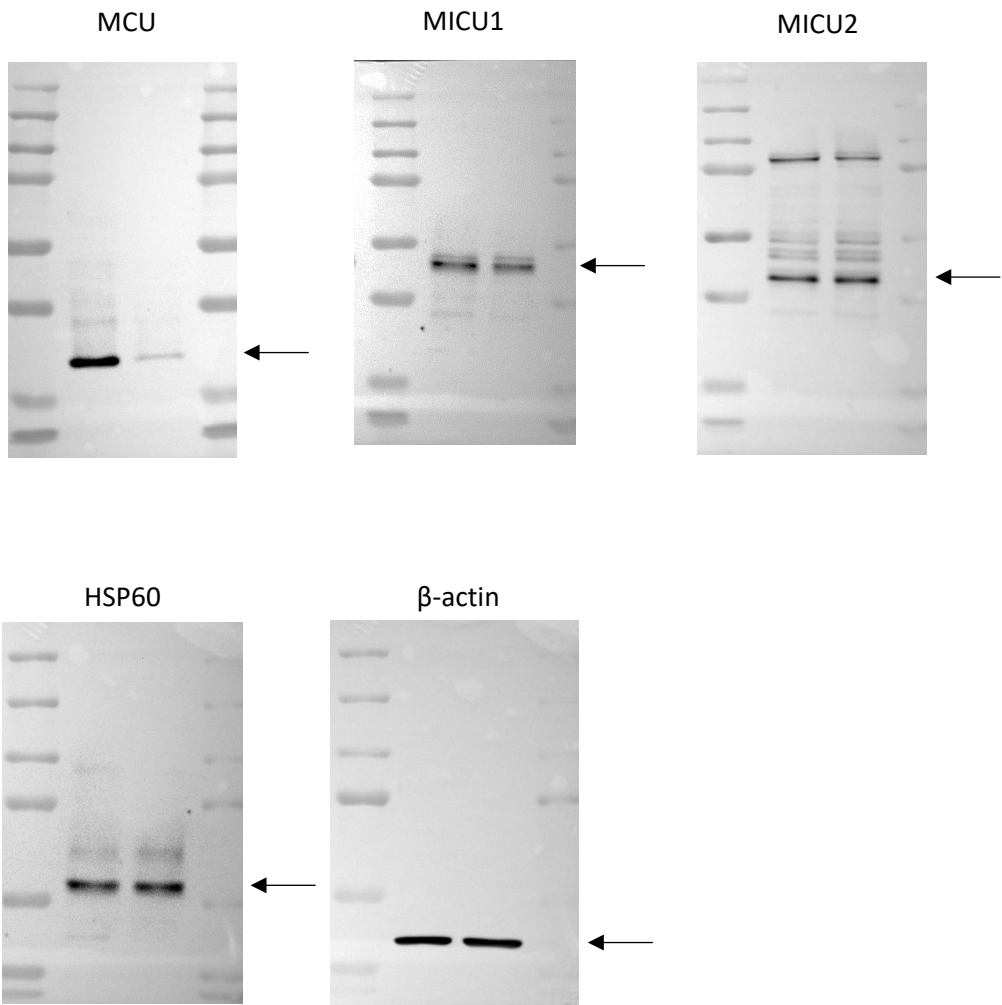

Figure 3B

| shSer |    |    | shMCU |    |    |
|-------|----|----|-------|----|----|
| 00    | 02 | 05 | 00    | 02 | 05 |

MHC

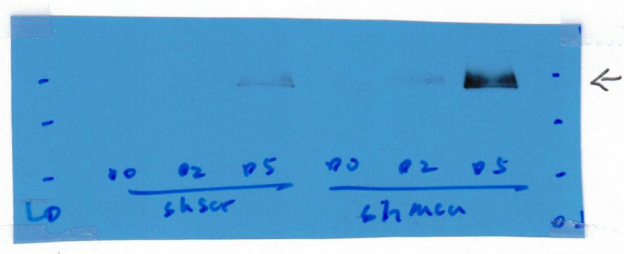

β-actin

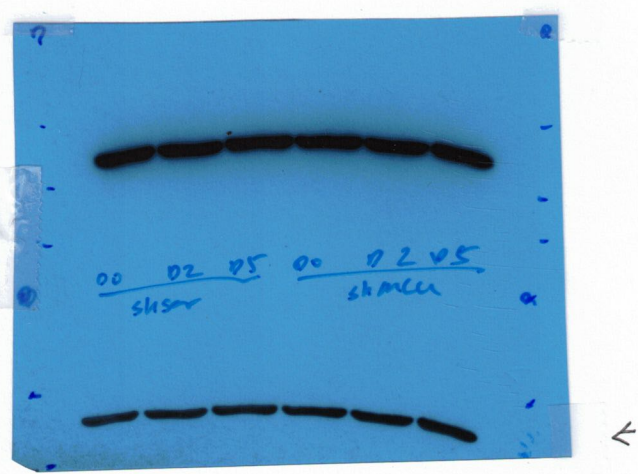

| D0    |       | D2    |       |
|-------|-------|-------|-------|
| shSer | shMCU | shSer | shMCU |

myoG

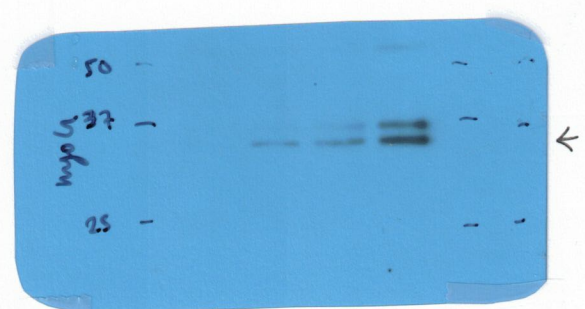

β-actin

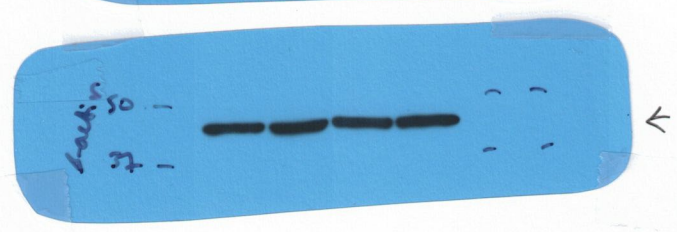

Figure 4F

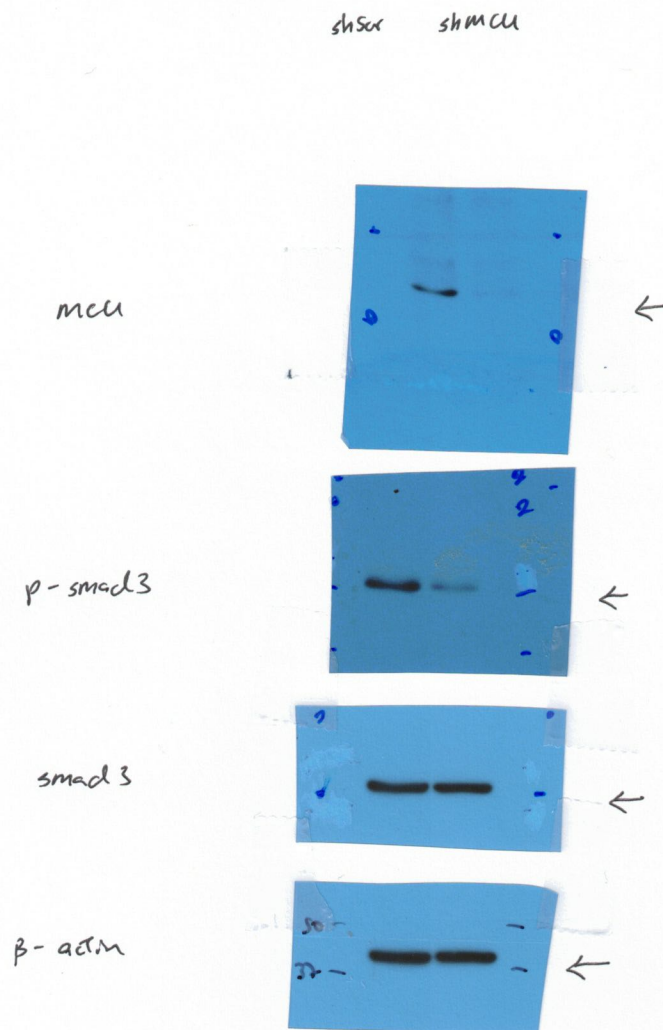

Figure 5B

Tumour 1  
shScr shMCU

Tumour 2  
shScr shMCU

MCU :

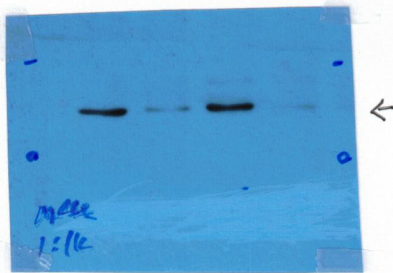

p-smad3

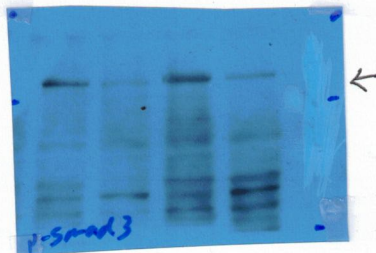

smad3

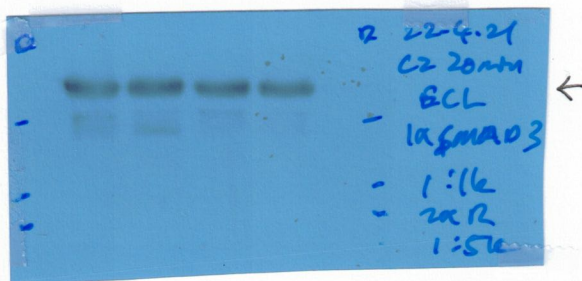

myog

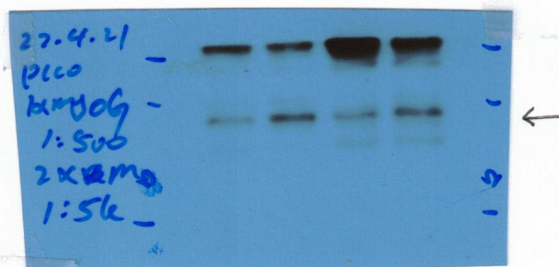

MHC

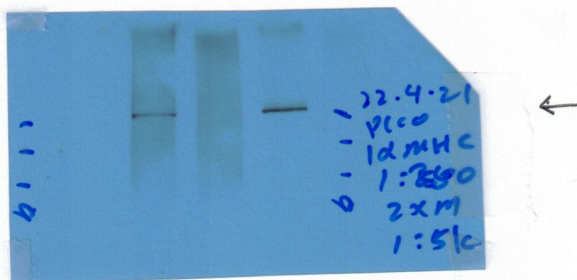

$\beta$ -actin

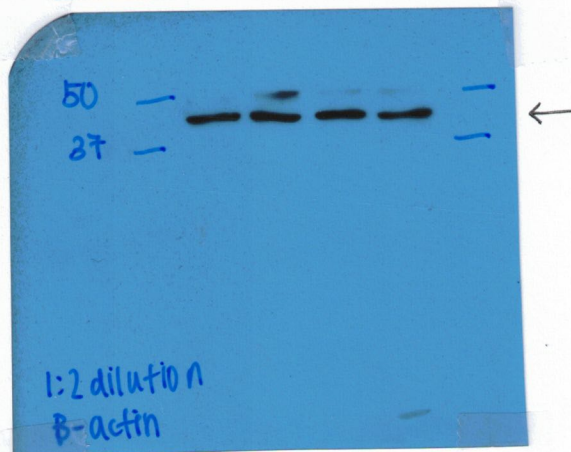

Figure 6

| shScr |    |    | shMcu |    |    |
|-------|----|----|-------|----|----|
| DMSO  | MT | AA | DMSO  | MT | AA |

Figure 6C:

p-smad3

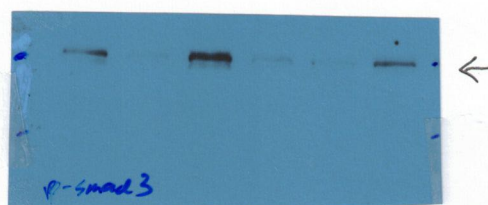

smad3

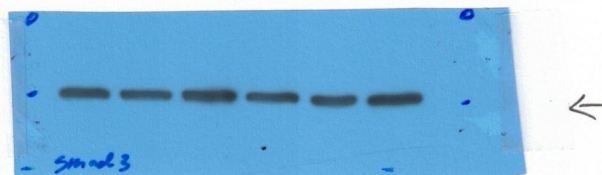

$\beta$ -actin

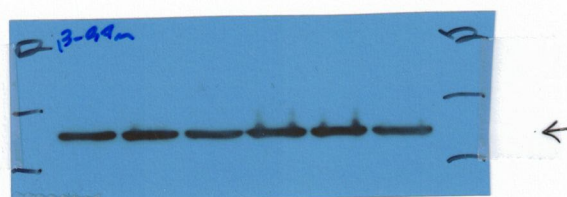

| shScr |    | shMcu |    |
|-------|----|-------|----|
| DMSO  | MT | DMSO  | AA |

Figure 6E:

myH

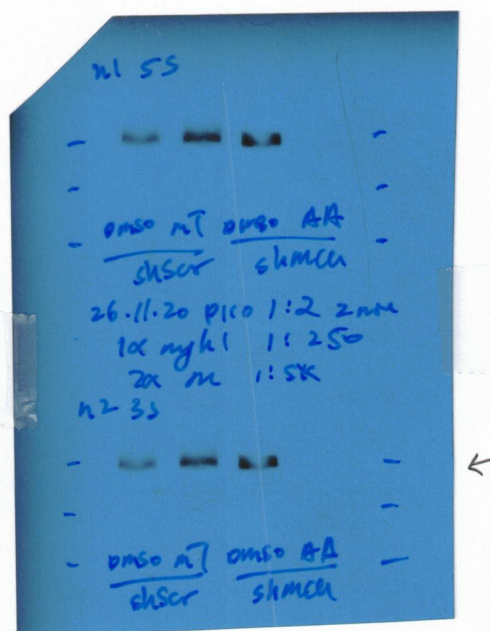

$\beta$ -actin

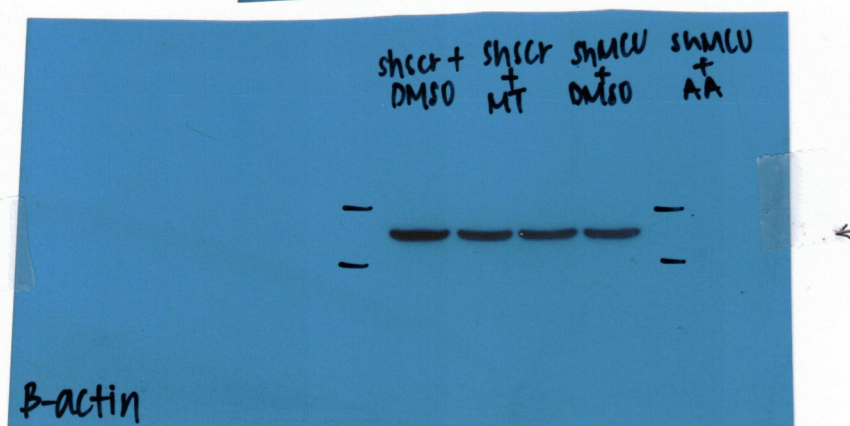

Supplementary Fig. 2A

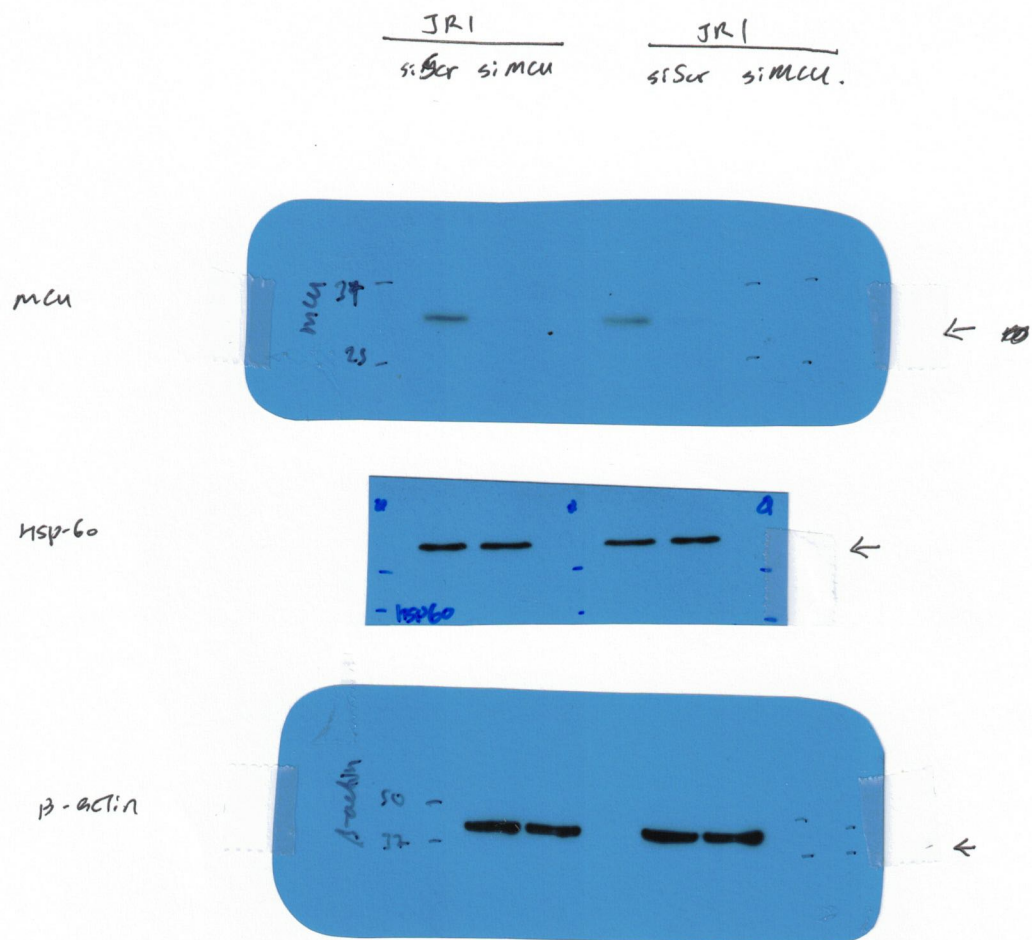

# Supplementary Figure 3

Supplementary Figure 3A:

MCU

$\beta$ -actin

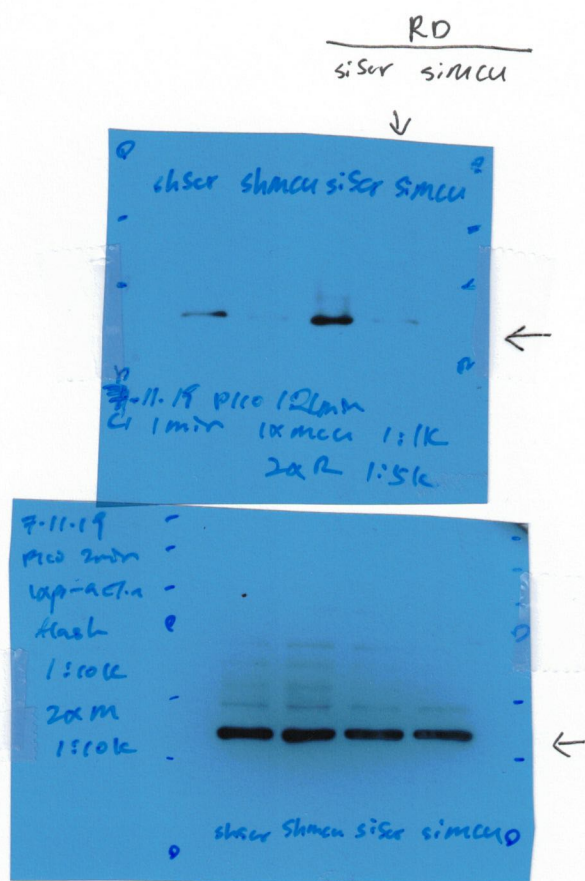

Supplementary Figure 3B & C:

RD18      JRI  
siScr siMCU      siScr siMCU

MCU

$\beta$ -actin

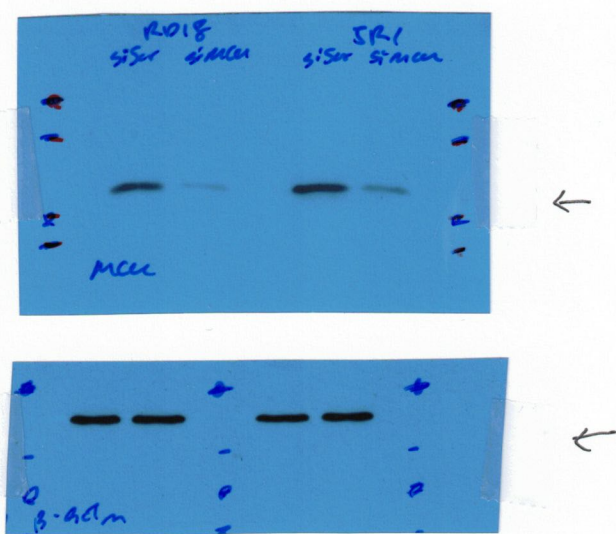

# Supplementary Fig. 4

Supplementary Figure 4A:

| siScr |    |    | siMCC |    |    |
|-------|----|----|-------|----|----|
| 00    | 02 | 05 | 00    | 02 | 05 |
|       |    |    |       |    |    |

myh

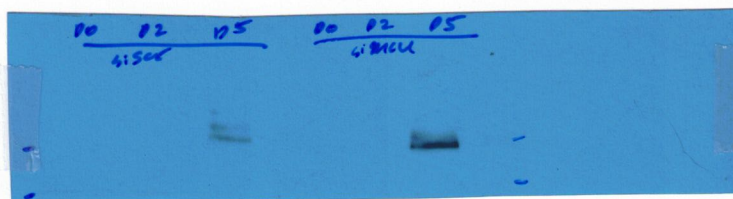

$\beta$ -actin

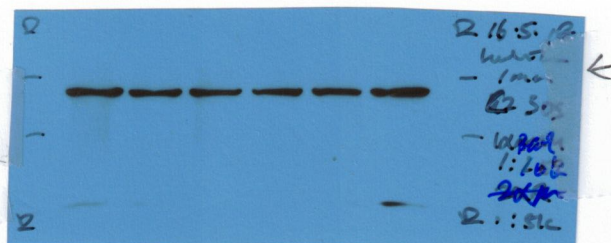

Supplementary Figure 4B:

myh

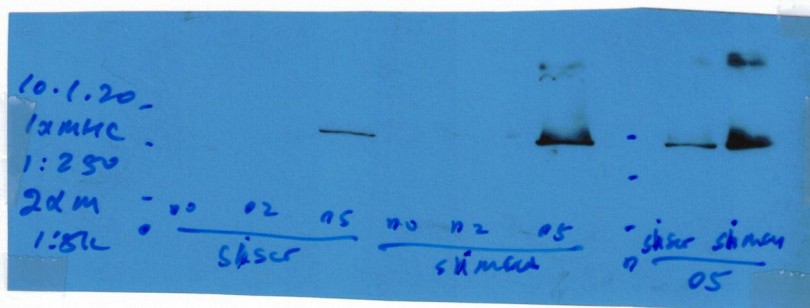

$\beta$ -actin

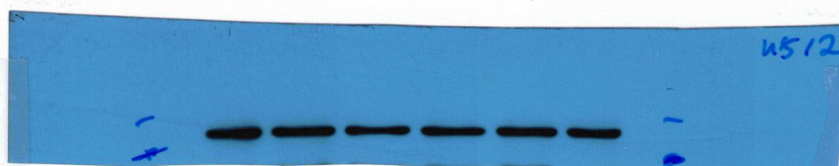

Supplementary Figure 4C:

myh

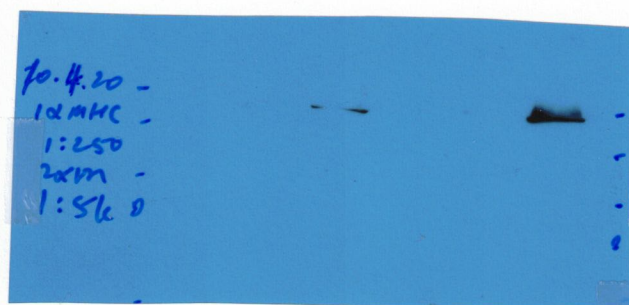

$\beta$ -actin

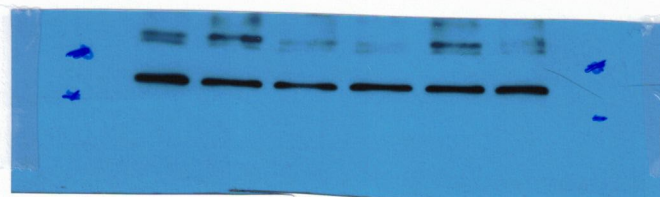

**Supplement:** Supplementary file 3 — Original Data File

How the deposited data were processed for this re-analysis (not part of the article)

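Gene expression was measured by RNA-Seq in RD cells, an established line of embryonal rhabdomyosarcoma, 48 h after transfection with 50 nM of a pool of siRNAs against MCU (siMCU, 3 libraries) or of a non-targeting pool (siScr, 3 libraries). According to the paper, the authors filtered reads for adaptors, undetermined bases and base quality and mapped them with STAR. The submitters' processing notes name STAR 2.5, HTSeq 0.6.1, bcl2fastq and the hg19 build, with no role or order. The deposited values are whole-number counts per gene, as the authors made them, with no normalization, for 48162 genes with their gene length and hg19 coordinates. The annotation release, the handling of reads that map to several genes, and the use of strand in counting are not given in the sources used here. All count columns could be tied to a library by its label, and no library was left out.

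Each library held from 22352214 to 27973728 counts. The smallest library thus gives a gene at 1 CPM about 22 counts, so that low genes carry large counting errors. Protein-coding genes took 98.3% to 98.4% of the counts and the 10 highest genes of a library 5.08% to 5.46%. Genes were kept by edgeR's filterByExpr, with a minimum count of 10 and a minimum total of 15, which left 16183 genes and removed 31979. Library sizes were scaled by TMM. Differential expression was tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, siMCU against siScr with no covariate, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05 and no minimum fold. Fold changes carry edgeR's prior count of 0.125, and levels are TMM-scaled CPM with mean and SD over the 3 libraries of a group.

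The 34 gene lists, with 1169 entries, were written from textbook knowledge before the data were examined, and stand in for the GO and KEGG annotation, which was not used here. They cover the uniporter complex and mitochondrial calcium exchange, the TGFβ signalling pathway and its targets, myogenic regulators, contractile and muscle differentiation genes, skeletal system development, integrins, other focal adhesion proteins, extracellular matrix, DNA replication and G1/S, mitosis, cyclin-dependent kinase inhibitors, the p53 pathway, pro-apoptotic and anti-apoptotic genes, the respiratory chain encoded in the nucleus and in mitochondrial DNA, antioxidant genes, proteasome subunits, ubiquitin conjugation, NF-κB targets, interferon-stimulated genes, the integrated stress and unfolded protein responses, glycolysis and hypoxia, cholesterol biosynthesis, epithelial-to-mesenchymal transition, immediate early genes, cytosolic ribosomal proteins, microRNA machinery, and markers of epithelial, endothelial, blood, neural and fibroblast cells. Topics of many lists follow terms and genes that the paper reports from these libraries. For each list, edgeR's camera test with a preset correlation of 0.01 asked whether it moved one way against the other genes, and a one-sided Fisher's exact test asked whether genes past the test were over-represented among its members. Both were adjusted over the lists. Of the lists described as moving, the interferon-stimulated genes alone kept their call with an estimated correlation.

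The genes named in the text were set by a rule before the data were examined: every gene of Fig. 4D and Supplementary Fig. 8A-B and other genes the paper names, whose values in the paper had been seen, the 10 largest rises and 10 largest falls among genes past the test with a mean of at least 1 CPM and no overlap between the groups, up to 4 members of each list with the smallest adjusted p, up to 2 members with the highest level for lists of cell markers and RNA quality, and the whole uniporter list. This gave 157 tested genes, some of which the text leaves out. Others are named as chosen after their values were seen, or as the members of a list.

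The alternatives were DESeq2 1.42.0 with its size factors, RLE and upper-quartile scaling, limma-voom (limma 3.58.1), no filter on low counts, a mean of at least 50 counts, the replicate number as a block, offsets for GC content and gene length (splines with 6 degrees of freedom, centred within each library) with and without that block, each library left out in turn, an adjusted p under 0.01, a minimum fold of 1.5, and, for lists, an estimated correlation, fry, and genes of 1 direction alone. The tests were run first on simulated counts for 16183 genes with 200 changed genes. For the comparison of siMCU with siScr at this depth, edgeR recovered 84% of the genes changed by 1.5-fold and 83% of those changed by 2-fold, with 16 false calls, DESeq2 recovered 82% and 78% with 11, and limma-voom 85% and 83% with 18. A simulated list of raised genes was called by both list tests, and of the other simulated lists none was called. The simulated genes were drawn independently of each other and with the same dispersion in both groups. These simulations therefore cannot show false calls that come from correlated genes or from the wider spread of the siScr libraries.

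The 3′ untranslated regions of 12943 tested genes, taken from the reference annotation, the longest per gene, were searched for words of 7 bases whose carriers shifted together, allowing for region length, GC content and expression. MCU was left out of this search. The largest shifts of 200 permutations set the family-wise p. In simulated data, 1 word given a shift was ranked first. Weights per library, DESeq2 with no filter and with shrunken fold changes, list tests among genes that lack the word found, and a test of that word in 2 random sets of genes were added after the data were examined. The word was found on these same fold changes, so the list tests among genes that lack it leave out lower genes by selection. They keep carriers of related words such as ATTACAA. A list call lost or gained in them therefore does not measure the part of the word.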

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

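The tests of the word CATTACA among all lower genes and among lower TGFβ pathway genes, of gene lists among genes that lack it, of words of the same bases in 2 random sets of genes, and of other splits of the libraries were chosen only after the result was seen.

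The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 1301 higher and 1500 lower genes with edgeR, and 1 of the 10 splits, the real one, gave a count as large in each direction. The highest of the other splits gave 0 genes with edgeR and 0 with limma-voom, and 613 genes at an unadjusted p under 0.05 from edgeR, against 4935 in the real split.

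In 3′ untranslated regions, which the paper did not analyse, carriers of the word CATTACA were shifted by -0.080 on the log2 scale against the other genes (z = -12.8), at a family-wise p of 0.00498, the smallest that 200 permutations can give, and 340 of 1429 lower genes (23.8%), 106 of 1174 higher genes (9.03%) and 10.3% of the others carried it. The adjusted odds ratio of carrying the word was 3.23 for lower genes (95% interval 2.76 to 3.79) and 0.60 for higher genes (0.48 to 0.75), and base composition as the whole cause is argued against by a random split of the genes into 2 sets: CATTACA was the lowest word in each, and in the set not used to choose it had z = -8.26 or -9.82, where the lowest of 209 words of the same bases in another order had -5.72 and -3.47. HRSP12, which fell most among genes of at least 1 CPM with a log2 fold change of -2.37, carries the word, but among the 7 most lowered genes searched 2 did (one-sided Fisher p = 0.193) and 1 shares a stretch of 15 or more bases with MCU transcripts (p = 0.857), so that for these few genes neither explanation is decided. MCU transcripts hold the word once, in the coding sequence of 3 of 4 transcripts, within AGACTGAGAGACCCATTACAA, so a candidate explanation is an siMCU guide with the seed TGTAATG acting on transcripts other than MCU. Of all words searched, 22.8% are present in MCU transcripts, so the presence of this word there is weak evidence for such a guide. The siRNA sequences were not used here, and an endogenous small RNA of the same seed or an effect of MCU loss stays open as untested, as does whether the paper's shRNA experiments, not analysed here, share the pattern.

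Among the lower members of the TGFβ pathway list, 5 of 9 carried CATTACA (among them TGFBR1, TGFBR2, THBS2 and RPS6KB1), against 9 of the other 59 members, an odds ratio of 7.48 adjusted for region length (95% interval 1.11 to 50.5). Carrying any of the 7 words that passed the permutation test and are present in MCU transcripts, the test set before the data were examined, gave an odds ratio of 10.6 with an interval of 0.588 to 191, which decides nothing. Of the genes in Supplementary Fig. 8A-B, 10 of 31 lower (32.3%) and 0 of 9 higher ones carried CATTACA. Of all lower genes searched 23.8% did, and of those lower by at least 1.5-fold 31.2%. The odds ratio of the listed lower ones against genes past the test in neither direction was 5.14 (interval 2.14 to 12.3). These genes and the word were both chosen as lower on these libraries, so neither this ratio nor that of 7.48 is independent evidence. TGFB1, ACVR1, PPP2CA and BMPR1A lack CATTACA and were lower all the same, so the word may bear on part of the lower members and leaves the others open. All of them hold another of those 7 words. PPP2CA holds ATTACAA and BMPR1A ATTACAT, which overlap CATTACA in sequence and also passed the permutation test (z = -10.5 and -7.00). Whether a guide acts on these words was not tested. The paper reports lower TGFB1, TGFBR1 and TGFBR2 mRNA also in cells with an shRNA against MCU (Supplementary Fig. 9A). There it also reports lower levels in shScr cells, without MCU knockdown, given the mitochondrial ROS scavenger mitoTEMPO. With antimycin A, the shMCU cells had levels like those of shScr cells. These measures were not analysed here, so an effect of MCU loss stays open for these genes beside the word.

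Interferon-stimulated genes, which the paper does not discuss, had a median log2 fold change of -0.22, with 14 of 34 lower and 0 higher by edgeR (0 higher also at an unadjusted p under 0.05, with DESeq2 and with limma-voom). A trend with GC content and gene length is argued against by an adjusted p of 1.97e-16 from edgeR's camera test with offsets for both, and a single library by a highest adjusted p of 1.78e-14 when 1 library was left out. The word CATTACA in the members' own 3′ untranslated regions, as the whole cause, is argued against by an adjusted p of 1.47e-12 from edgeR's camera test among genes that lack it. That test cannot decide whether the word acted through a gene outside the list. These p-values use the preset correlation, and with an estimated one the full list stood at an adjusted p of 0.0364 from the same test. With no untransfected library, a lower response in siMCU cells and a higher response to the control pool cannot be separated, and either may be a response to the RNA duplexes. An effect of MCU loss on these genes stays open as untested.

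AKR1C3, a reductase outside the genes the paper discusses, rose with a log2 fold change of 1.35. Proteasome subunits, also outside its account apart from PSMB5, had a median log2 fold change of -0.12.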

How the results depend on the processing

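The fits chosen only after results were seen were DESeq2 with no filter on low counts (with or without shrunken fold changes), limma-voom with 1 weight per library, and the list tests among genes that lack the word CATTACA. The centring of the GC and length offsets within each library was also set after a first version of those counts was seen, because the uncentred offsets scaled the libraries again.

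Against 1301 higher and 1500 lower genes, edgeR called 2120 and 2497 with GC and length offsets, 2306 and 2695 with these offsets and the replicate block, 583 and 814 at an adjusted p under 0.01, 136 and 195 at a fold change of at least 1.5, and from 589 to 1930 higher and from 832 to 2151 lower when 1 library was left out. The lowest counts came without siMCU replicate 2 and the highest without siScr replicate 1. Weights per library in limma-voom gave 3051 and 3108. The counts stayed within 1.5 times with DESeq2 (1020 and 1293), RLE scaling (1277 and 1507), upper-quartile scaling (1606 and 1264), limma-voom (1298 and 1475), no filter on low counts (1438 and 1553), a mean of at least 50 counts (1309 and 1473), and DESeq2 with no filter (887 and 1220) or with shrunken fold changes as well (891 and 1223). Fewer libraries leave fewer residual degrees of freedom in these fits, and the siScr libraries spread more than the siMCU libraries. Of the differences between settings, the cause was not tested beyond this. Depth limits what can be said of 31979 genes with too few counts to test.

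The shared replicate numbers do not pair the libraries: deviations from the group means correlated by 0.022, 0.022 and 0.047 between libraries of the same number. Every library correlated best with the other library of its own number, a hint from the data and not from the design. With the number as a replicate block, edgeR called 1316 genes higher and 1476 lower, and 2656 of the 2801 genes called without the block were called.

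MCU had a log2 fold change from -2.36 to -2.24 when 1 library was left out. Of the 40 genes of Supplementary Fig. 8A-B, 36 to 40 passed edgeR's test when 1 library was left out. Of the 125 called genes among the 157 named genes, none turned sign in the settings that tested it, which held 122 of them with DESeq2, 121 with GC and length offsets and 116 with a mean of at least 50 counts. Calls were lost by 2 of them with upper-quartile scaling and 2 with the replicate block, VDAC2 among both (adjusted p = 0.0894 and 0.0593 from edgeR), by 1, 13 and 2 without siScr replicates 1, 2 and 3, and by 17, 18 and 15 without siMCU replicates 1, 2 and 3. Of the 123 called genes that DESeq2 tested with no filter on low counts, 2 lost their call.

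Named genes not past the test turned sign, here with their log2 fold changes, with upper-quartile scaling for BCL2L11 (0.0089), ITGA2 (0.020) and MT-CO1 (0.0086), with library weights for CD14 (0.35), ITGA2 (0.14), MICU3 (-0.028), MT-CO1 (0.016) and MT-ND4 (-0.034), with DESeq2 for ITGA2 (0.0034), MICU3 (-0.0014) and MYC (-0.00046), with no filter for ITGA2 (0.00065), with a mean of at least 50 counts for ITGA2 (0.00093). They also did so with the replicate block for ITGA2 (0.0066), with DESeq2 and no filter for ITGA2 (0.0032), MICU3 (-0.0031) and MYC (-0.0020), with DESeq2 with shrunken fold changes for ITGA2 (0.0019), MICU3 (-0.0026) and MYC (-0.0019), with RLE scaling for MICU3 (-3.8e-06) and MYC (-0.00053), with GC and length offsets for MYC (-0.0075) and TEK (-0.0049), with these offsets and the replicate block for MYC (-0.0063) and TEK (-0.0020). With 1 library left out, the log2 fold change ran from -0.032 to 0.0048 for BCL2L11, -0.31 to 0.062 for CD14, -0.11 to 0.087 for ITGA2, -0.029 to 0.073 for MICU2, -0.10 to 0.093 for MICU3, -0.032 to 0.0083 for MT-CO1, -0.020 to 0.029 for MT-ND4, -0.040 to 0.066 for MYC, -0.097 to 0.068 for MYOD1, -0.0047 to 0.045 for RPL8, -0.11 to 0.037 for SLC24A6, -0.054 to 0.047 for TEK and -0.023 to 0.084 for VDAC3.

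Of the lists whose topics follow the paper's conclusions, the direction lost its call, as adjusted p from edgeR's camera test (or fry where named), with an estimated correlation for myogenic regulators (0.158), integrins (0.158), extracellular matrix genes (0.679), DNA replication and G1/S genes (0.158) and ubiquitin conjugation genes (0.557), with GC and length offsets for extracellular matrix genes (0.137), with these offsets and the replicate block for extracellular matrix genes (0.0812), by fry for extracellular matrix genes (0.253), among genes that lack CATTACA for ubiquitin conjugation genes (0.0531). A call was gained among genes that lack CATTACA for skeletal system development (0.0214). The direction turned, with no call on either side except for the uniporter list, with GC and length offsets for the TGFβ signalling pathway (0.949), with these offsets and the replicate block for the TGFβ signalling pathway (0.912) and skeletal system development (1.00), with upper-quartile scaling for mitochondrial DNA-encoded respiratory genes (0.944), with library weights for blood cell markers (0.664), among genes that lack CATTACA for the uniporter and calcium exchange list (0.913). The over-representation of changed genes, with adjusted p from Fisher's exact test on the calls of edgeR or of the tool named, lost its call with a mean of at least 50 counts for focal adhesion proteins (0.147) and the p53 pathway (0.0553), with library weights for the p53 pathway (0.111), among genes that lack CATTACA for the TGFβ signalling pathway (0.157), myogenic regulators (0.237), focal adhesion proteins (0.153) and the p53 pathway (0.106), and gained one with no filter on low counts for integrins (0.0134) and pro-apoptotic genes (0.0121), with GC and length offsets for integrins (0.0331), counting genes of 1 direction for integrins (0.0177).

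Of all 34 lists, 12 lost the call of their direction with an estimated correlation, which besides those above were the contractile and muscle differentiation genes (0.158), mitosis (0.440), proteasome subunits (0.249), cytosolic ribosomal proteins (0.679), the epithelial-to-mesenchymal transition (0.158), endothelial markers (0.160) and the uniporter and calcium exchange list (0.160), as adjusted p from edgeR's camera test. The epithelial-to-mesenchymal transition also lost it with limma-voom (0.0870), with library weights (0.106) and among genes that lack CATTACA (0.0961), the uniporter list with limma-voom (0.482) and with library weights (0.535), ribosomal proteins by fry (0.0948), and endothelial markers with a mean of at least 50 counts (0.108) and with library weights (0.130). By fry, epithelial (0.00665) and neural (0.00764) markers gained a call. The direction of fibroblast markers ran from 0.00819 to 0.326 over the alternatives and gained a call with upper-quartile scaling (0.0420), limma-voom (0.0352), no filter on low counts (0.0469), the replicate block (0.0475), GC and length offsets (0.0138), these offsets and the block (0.0117), library weights (0.0191) and fry (0.0149), and without siScr replicate 1 (0.00819), siScr replicate 3 (0.0285) or siMCU replicate 1 (0.0215). Their over-representation lost its call with a mean of at least 50 counts (0.0601), with library weights (0.0855) and among genes that lack CATTACA (0.0503), by Fisher's exact test.

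When 1 library was left out, the adjusted p of direction from edgeR's camera test ran from 0.573 to 0.985 for the TGFβ signalling pathway, 0.279 to 0.921 for TGFβ target genes, 0.348 to 0.929 for skeletal system development, 0.0122 to 0.634 for focal adhesion proteins, 5.80e-05 to 0.386 for extracellular matrix genes, 0.730 to 0.995 for mitochondrial DNA-encoded respiratory genes, 0.106 to 0.742 for immediate early genes and 0.602 to 0.985 for blood cell markers, and that of over-representation from Fisher's exact test on edgeR's calls from 0.000190 to 0.0681 for myogenic regulators, 0.00859 to 0.114 for integrins, 3.22e-05 to 0.0714 for focal adhesion proteins and 0.00114 to 0.124 for the p53 pathway. Over all alternatives together, the adjusted p of direction from edgeR and its alternatives ran from 0.114 to 0.985 for the TGFβ signalling pathway, 0.279 to 0.921 for TGFβ target genes, 1.81e-07 to 0.158 for myogenic regulators, 0.0214 to 1.00 for skeletal system development, 3.30e-05 to 0.158 for integrins, 5.80e-05 to 0.679 for extracellular matrix genes, 7.70e-10 to 0.158 for DNA replication and G1/S genes and 5.90e-05 to 0.557 for ubiquitin conjugation genes, and that of over-representation from 2.06e-06 to 0.157 for the TGFβ signalling pathway, 1.95e-10 to 0.00254 for TGFβ target genes, 2.05e-06 to 0.237 for myogenic regulators, 5.78e-12 to 0.000425 for skeletal system development, 0.00859 to 0.399 for integrins, 5.00e-09 to 0.153 for focal adhesion proteins, 2.06e-06 to 0.124 for the p53 pathway and 0.0121 to 0.742 for pro-apoptotic genes. MCU itself was left out of the word search and so is not among the genes that lack CATTACA, which turned the uniporter list. No other searched member of that list carries the word, so this change says nothing about it. Among the genes that lack CATTACA, the p53 pathway, focal adhesion proteins and ubiquitin conjugation genes kept about the share or the median of the full list, with fewer genes tested. For the other changes the cause was not tested.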

Differences from the paper's values

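A value was taken to differ at a ratio over 1.5 or, for a fold change, at an opposite direction, with no account of replicate spread. With edgeR as set before the data were examined, no gene count or fold change of the paper differed from those found here by this criterion. Under alternatives the gene counts did: against 891 up regulated genes stood 1606 with upper-quartile scaling, 1438 with no filter on low counts, 2120 with GC and length offsets, 583 at an adjusted p under 0.01, 136 at a fold change of at least 1.5, and 1930, 1587 and 589 without siScr replicate 1, siScr replicate 3 and siMCU replicate 2, and against 1223 down regulated genes 2497 with the offsets, 814 at an adjusted p under 0.01, 195 at a fold change of at least 1.5, and 2151 and 1927 without siScr replicates 1 and 3, all from edgeR. The offsets with the replicate block differed as well, in both counts. The paper's counts are 891 up regulated and 1223 down regulated genes, against 1301 and 1500 from edgeR at an adjusted p under 0.05 with no minimum fold, the threshold drawn in Fig. 4A, and 1020 and 1293 from DESeq2 as set before the data were examined. DESeq2 with no filter on low counts and shrunken fold changes, chosen after seeing the values, gave 891 and 1223, and called all 41 genes that the paper lists in Fig. 4D and Supplementary Fig. 8A-B, so that it drops none. Under it, 40 of 41 fold changes lay within 0.1% of the paper's, and that of MCU, 4.17, matches the one printed in Fig. 4D. From edgeR, MCU changed by 4.90-fold, OSR1 by 2.02-fold where the paper's value is 1.60, WTIP by 1.81-fold where it is 1.44, and ITGB3 by 2.32-fold where it is 1.82.

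The legend of Supplementary Fig. 8D names ITGA2 among the integrins changed most, where the paper's text names ITGA3. In these libraries ITGA2 had a log2 fold change of -0.0013 (adjusted p = 0.996 from edgeR) and ITGA3 of -0.90 (adjusted p = 3.37e-06 from edgeR). MYOG mRNA was lower in siMCU cells, with a log2 fold change of -0.98, where the paper reports higher MYOG protein under an shRNA against MCU, an unlike measure and knockdown.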

Other observations

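The tests with weights per library and among genes that lack CATTACA were chosen only after the result was seen, the other tests reported here were set before the data were examined, and genes named beyond the rule for named genes were chosen after their values were seen.

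Interferon-stimulated genes moved down as a list, though most members did not pass the test. IFIT3, which binds viral RNA with its partners, had a log2 fold change of -0.57 (standard error 0.041, adjusted p = 1.34e-07 from edgeR), IFI44 of -0.24, OASL of -0.84, RSAD2 (viperin) of -0.94 and the RNA sensor IFIH1 of -0.60. Of 34 measured genes, 14 were lower and 20 did not pass the test (18 lower when adjusted over the list alone), and the list moved down (adjusted p = 6.21e-16 from edgeR's camera test), a call kept with an estimated correlation (adjusted p = 0.0364). IFIT3 overlaps LIPA, RSAD2 overlaps CMPK2, and below PLAU overlaps C10orf55 and SLC16A3 overlaps CSNK1D, so that some of their reads may not be told apart. Of 35 proteasome subunits, 15 were lower and 20 did not pass the test (20 lower when adjusted over the list alone), among them the regulatory subunits PSMD4 (-0.30), PSMC4 (-0.28) and PSMD14 (-0.23). Their downward call (adjusted p = 6.65e-07 from edgeR's camera test) was lost at an adjusted p = 0.249 with an estimated correlation. Of 65 cytosolic ribosomal protein genes, 7 were higher and 58 did not pass the test (6 higher when adjusted over the list alone), with RPL8 at 0.022 and RPS2 at 0.085, neither past the test, and an upward call (adjusted p = 0.00335 from edgeR's camera test) lost at an adjusted p = 0.679 with an estimated correlation and 0.0948 by fry.

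Of 25 genes of the epithelial-to-mesenchymal transition, which the paper links to TGFβ, 10 were lower, 5 were higher and 10 did not pass the test (12 lower and 6 higher when adjusted over the list alone). The urokinase gene PLAU had a log2 fold change of -0.44 and SNAI2, which the paper studies in other experiments, of -0.22 (adjusted p = 0.00664 from edgeR). The list moved down (adjusted p = 0.00410 from edgeR's camera test, lost at an adjusted p = 0.158 with an estimated correlation, 0.0870 with limma-voom and, in tests chosen after the data were seen, 0.106 with weights per library and 0.0961 among genes that lack CATTACA, where the median was -0.027 against -0.035), and changed genes were over-represented in it (adjusted p = 1.74e-05, Fisher's exact test on edgeR's calls). Of 33 antioxidant genes, 6 were lower, 2 were higher and 25 did not pass the test (8 lower and 4 higher when adjusted over the list alone). The mitochondrial superoxide dismutase SOD2 fell by a log2 fold change of -0.70 and heme oxygenase HMOX1 rose by 0.56. SOD2 overlaps ACAT2 and WTAP. Of 76 nuclear genes of the respiratory chain, 8 were lower and 68 did not pass the test (5 lower when adjusted over the list alone), with NDUFA8 of complex I at -0.72 and no common direction (adjusted p = 0.373 from edgeR's camera test) except without siScr replicate 1 (0.0399). Of 13 respiratory genes of mitochondrial DNA, MT-ND6 fell (-0.21) and 12 did not pass the test (1 lower when adjusted over the list alone), and its call was lost without siScr replicate 2 (0.0532) or siMCU replicate 2 (0.0607) by edgeR's adjusted p.

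Of 19 NF-κB targets, 4 were higher, 2 were lower and 13 did not pass the test (4 higher and 2 lower when adjusted over the list alone), with TNFAIP3 at 0.59 and RELB at -0.45. The call of TNFAIP3 was lost without siMCU replicate 1 (0.0599), by edgeR's adjusted p. Of 26 genes of the integrated stress and unfolded protein responses, 3 were lower and 23 did not pass the test (3 lower when adjusted over the list alone), with ATF3 at -0.67 and asparagine synthetase, ASNS, at -0.47. Of 31 glycolysis and hypoxia genes, 6 were lower, 2 were higher and 23 did not pass the test (7 lower and 3 higher when adjusted over the list alone), with the lactate exporter SLC16A3 at -0.59. Of 25 cholesterol biosynthesis genes, 2 were higher, 1 was lower and 22 did not pass the test (2 higher and 1 lower when adjusted over the list alone), with MSMO1 at -0.27. Of 23 immediate early genes, 3 were lower, 1 was higher and 19 did not pass the test (3 lower and 1 higher when adjusted over the list alone), with FOSL1 at -0.49. Of 13 genes of the microRNA machinery, 2 were higher, 2 were lower and 9 did not pass the test (2 higher and 2 lower when adjusted over the list alone), with AGO4 at 0.38 and TNRC6C at -0.42. Of 7 cyclin-dependent kinase inhibitors, CDKN1B and CDKN1C were higher, CDKN1A was lower and 4 did not pass the test (2 higher and 1 lower when adjusted over the list alone), with CDKN1B at 0.21. By edgeR's adjusted p, the call of CDKN1B was lost without siScr replicate 2 (0.0569), siMCU replicate 1 (0.0576) or siMCU replicate 3 (0.0611), that of CDKN1C without siMCU replicate 2 (0.102) and that of CDKN1A without siScr replicate 2 (0.0923), siMCU replicate 1 (0.0721) or siMCU replicate 2 (0.115). These values are log2 fold changes. None of the lists in this paragraph moved in a common direction, with adjusted p from edgeR's camera test from 0.272 for the stress responses to 0.714 for the microRNA machinery.

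Of the markers of other cells, 4 of 6 fibroblast markers were higher (4 higher and 1 lower when adjusted over the list alone), with the collagen COL3A1 at a log2 fold change of 0.21 and THY1 at 0.17, a call lost without siScr replicate 2 (0.0548), siMCU replicate 1 (0.0638), siMCU replicate 2 (0.0862) or siMCU replicate 3 (0.0710) by edgeR's adjusted p. Among these markers, changed genes were over-represented (adjusted p = 0.0261, Fisher's exact test on edgeR's calls), a call lost with only genes of a mean of at least 50 counts (0.0601) and, in tests chosen after the data were seen, with weights per library (0.0855) and among genes that lack CATTACA (0.0503, with the same 4 of 6 genes higher). Their direction stood at the threshold (adjusted p = 0.0511 from edgeR's camera test, 0.00819 to 0.326 over the alternatives), and passed it without siScr replicate 1 (0.00819), siScr replicate 3 (0.0285) or siMCU replicate 1 (0.0215), with upper-quartile scaling (0.0420), limma-voom (0.0352), no filter on low counts (0.0469), GC and length offsets (0.0138), fry (0.0149) or, chosen after the data were seen, weights per library (0.0191). The replicate block brought it past the threshold as well, with and without the offsets. Among neural markers, 2 of 7 were higher (2 when adjusted over the list alone), with the neurofilament gene NEFM at 0.32. Among epithelial markers, 1 of 5 was lower (1 when adjusted over the list alone), with CLDN4 at -1.13, and among endothelial markers 2 of 3 were lower (2 when adjusted over the list alone), with TIE1 at -0.84 and CLDN5 at -1.99. The endothelial markers moved down (adjusted p = 0.00696 from edgeR's camera test, lost at an adjusted p = 0.160 with an estimated correlation, 0.108 with only genes of a mean of at least 50 counts and, chosen after the data were seen, 0.130 with weights per library). The single measured blood marker, CD14, did not pass the test, also when adjusted over the list alone. Of genes that the paper measures in other experiments, HSPD1 had a log2 fold change of -0.083 (adjusted p = 0.124 from edgeR), MKI67 of -0.022 (adjusted p = 0.762, edgeR) and MICU2 of 0.014 (adjusted p = 0.911, edgeR). BCL2L11, which the paper cites from earlier work, had a log2 fold change of -0.012 (adjusted p = 0.903, edgeR).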
